# NCOR1 Sustains Colorectal Cancer Cell Growth and Protects against Cellular Senescence

**DOI:** 10.3390/cancers13174414

**Published:** 2021-09-01

**Authors:** Stéphanie St-Jean, Ariane Cristina De Castro, Mia Lecours, Christine Jones, Nathalie Rivard, Francis Rodier, Nathalie Perreault, François Boudreau

**Keywords:** NCOR1, intestinal tumorigenesis, Caco-2/15, HT-29, senescence, *Apc^Min/+^*

## Abstract

**Simple Summary:**

NCOR1 is a scaffold protein that interacts with multiple partners to repress gene transcription. NCOR1 controls immunometabolic functions in several tissues and has been recently shown to protect against experimental colitis in mice. Our laboratory has observed a pro-proliferative role of NCOR1 in normal intestinal epithelial cells. However, it is unclear whether NCOR1 is functionally involved in colon cancer. This study demonstrated that NCOR1 is required for colorectal cancer cell growth. Depletion of NCOR1 caused these cells to become senescent. Transcriptomic signatures confirmed these observations but also predicted the potential for these cells to become pro-invasive. Thus, NCOR1 plays a novel role in preventing cancer-associated senescence and could represent a target for controlling colon cancer progression.

**Abstract:**

NCOR1 is a corepressor that mediates transcriptional repression through its association with nuclear receptors and specific transcription factors. Some evidence supports a role for NCOR1 in neonatal intestinal epithelium maturation and the maintenance of epithelial integrity during experimental colitis in mice. We hypothesized that NCOR1 could control colorectal cancer cell proliferation and tumorigenicity. Conditional intestinal epithelial deletion of *Ncor1* in *Apc^Min/+^* mice resulted in a significant reduction in polyposis. RNAi targeting of NCOR1 in Caco-2/15 and HT-29 cell lines led to a reduction in cell growth, characterized by cellular senescence associated with a secretory phenotype. Tumor growth of HT-29 cells was reduced in the absence of NCOR1 in the mouse xenografts. RNA-seq transcriptome profiling of colon cancer cells confirmed the senescence phenotype in the absence of NCOR1 and predicted the occurrence of a pro-migration cellular signature in this context. SOX2, a transcription factor essential for pluripotency of embryonic stem cells, was induced under these conditions. In conclusion, depletion of NCOR1 reduced intestinal polyposis in mice and caused growth arrest, leading to senescence in human colorectal cell lines. The acquisition of a pro-metastasis signature in the absence of NCOR1 could indicate long-term potential adverse consequences of colon-cancer-induced senescence.

## 1. Introduction

NCOR1 (nuclear corepressor 1) was originally discovered as a protein interactor of thyroid hormone receptors (TR) and retinoic acid receptors (RAR), which repressed the transcription of genes harboring these DNA elements [1,2]. It was further discovered that the transcriptional repressive function of NCOR1 extended beyond interactions with nuclear receptors. For example, NCOR1 can interact with c-Jun and be recruited to AP1 sites on target gene promoters [3]. NCOR1 forms large protein complexes that contain histone deacetylases (HDACs), for which HDAC3 requires a physical interaction with NCOR1 to sustain its catalytic activity [4,5]. Additional proteins of the complex are involved in sensing signals to mediate chromatin corepressor exchange via the action of specific kinases and ubiquitylases [6]. Thus, NCOR1 functions as a large protein platform complex that integrates multiple regulatory proteins involved in epigenetic modifications, leading to chromatin compaction and gene repression.

*Ncor1* deletion in mice has revealed essential functions in embryonic development with lethality at embryonic day 15.5 because of anemia and defects in the terminal erythropoiesis process [7]. To circumvent lethality, a conditional *Ncor1*^−/−^ mouse model was generated [8]. This strategy revealed important roles for NCOR1 in restricting muscle mass and oxidative function [8], reducing obesity through gene transrepression via PPARγ phosphorylation [9], and mediating pro- or anti-inflammatory signatures depending on the tissue or cellular source for which it was depleted [10,11,12]. The conditional deletion of *Ncor1* in intestinal epithelial cells accelerated intestinal maturation in neonatal mice [13], whereas very recent observations with the same deletion model indicated that proliferation of intestinal crypt cells was severely impaired after dextran sulfate sodium (DSS)-induced experimental colitis [14]. Our laboratory has also shown that NCOR1 is crucial for maintaining the proliferation of a normal intestinal epithelial cell line in culture [15]. Collectively, these observations support the important role of NCOR1 as a pro-proliferative entity in intestinal epithelial cells and highlight the possibility that disruption of its function could be beneficial during tumorigenesis.

Colorectal cancer (CRC) is one of the most common cancers worldwide, ranking third in incidence and second in terms of mortality [16]. Significant progress has been made in identifying specific genes associated with predisposition to CRC [17]. Additionally, the disruption of several signaling pathways, such as WNT, JAK-STAT, TGFβ/SMAD, and NOTCH, were also identified as intimately linked with defects in differentiation, angiogenesis, apoptosis, and cell proliferation during CRC [18]. One of the common features of CRC is the ability of cancer cells to lose control of cell cycle checkpoints, leading to abnormal continuous growth. One endogenous mechanism that can inhibit the growth of intestinal epithelial transformed cells is senescence [19]. Cellular senescence is characterized by the complete cessation of cell proliferation associated with cellular aging. The hayflick limit was first described 60 years ago as the maximum number of divisions that cells can make in culture [20], and this was later attributed to telomere shortening [21]. This process can trigger senescence, but additional stressful insults, such as oxidative stress, loss of tumor suppressors, or activation of oncogenes, can initiate senescence [22]. In addition to cell cycle arrest and macromolecular damage, secretion of several factors, including pro-inflammatory molecules, growth factors, and matrix metalloproteinases, occurs in senescent cells, which is referred to as the senescence-associated secretory phenotype (SASP) [23]. Although senescence is primarily regarded as an anti-cancer mechanism, there is now evidence that SASP promotes a pro-inflammatory milieu and, paradoxically, leads to tumor progression [24].

Here, we investigated the role of NCOR1 in intestinal tumorigenesis. Reduction of NCOR1 expression in human CRC cell lines led to drastic growth inhibition, which was associated with senescence. These observations identified a novel biological role for NCOR1 in intestinal neoplasia.

## 2. Materials and Methods

### 2.1. Animals

12.4KbVilCre transgenic mice [25] and *Ncor1^fx/fx^* [8] were used to produce *Apc^Min/+^; Ncor1*^+/+^(control), *Apc^Min/+^*; 12.4KbVilCre/*Ncor1^fx/+^* (heterozygotes; *Ncor1^DIEC/+^*), and *Apc^Min/+^*; 12.4KbVilCre/*Ncor1^fx/fx^* (*Ncor1^DIEC^*) mice on a pure C57BL/6J background. Polyp counts were determined as previously described [26] in accordance with the Institutional Animal Research Review Committee of the University of Sherbrooke (approval ID number 342-17). CD1 nu/nu mice were purchased from Charles River Laboratory and xenograft experiments were approved by the Institutional Animal Research Review Committee of the University of Sherbrooke (approval ID number 276-15B).

### 2.2. Cell Culture

The human embryonic kidney cell line 293T and CRC cell line HT-29 were obtained from the American Type Culture Collection (ATCC). The Caco-2/15 CRC cell line was a gift from Dr. J.-F. Beaulieu (Université de Sherbrooke). 293T and Caco-2/15 cells were cultured in DMEM medium (Wisent, Quebec, QC, Canada), while HT-29 cells were cultured in McCoy’s 5a medium (Wisent). All media were supplemented with 10% fetal bovine serum (Wisent), 2 mM GlutaMAX (Thermo Fisher Scientific, Waltham, MA, USA), 0.01 M HEPES (Wisent), and 100 μg/mL of penicillin/streptomycin (Thermo Fisher Scientific). Cells were cultured at 37 °C with 5% CO_2_. Trypan blue was used to assess viability of adherent and nonadherent cells. Cells were counted with the Countess Automated Cell Counter (Invitrogen, Thermo Fisher Scientific) to assess proliferation.

### 2.3. NCOR1 Knockdown with shRNAs

Subconfluent Caco-2/15 and HT-29 cells were plated in six-well plates. After overnight incubation, cells were infected with lentiviruses containing shRNAs against NCOR1 (Sigma Mission shRNA: shNCOR1_654 clone ID TRCN0000060654; shNCOR1_655 clone ID TRCN0000060655; shNCOR1_656 clone ID TRCN0000060656; shNCOR1_657 clone ID TRCN0000060657). A nontargeting shRNA (shNonTarget Sigma clone ID SHC002) was also used as a control. Freshly established cell lines were generated for each experiment since shNCOR1 constructs led to rapid inhibition of cell growth.

### 2.4. RNA Isolation and qRT-PCR

Total RNA was isolated using the RNeasy Kit (QIAGEN, Mississauga, ON, Canada) and cDNA was synthesized using AMV-RT (Roche, Laval, QC, Canada). Quantitative real-time PCR (RT-qPCR) reactions were prepared using 2 µL of diluted cDNA and FastStart Essential DNA Green Master (Roche). qRT-PCR was performed using a LightCycler 96 system (Roche). Gene expression was normalized relative to the mRNA expression of TATA box-binding protein (*TBP*). Oligonucleotide sequences are available upon request.

### 2.5. Cell Adhesion and SAβ-Galactosidase Assays

Adhesion tests were performed in 6-well plates (Life Sciences, BD Falcon, Tewksbury, MA, USA). Cells (1 × 10^6^) were inoculated into wells and incubated at 37 °C in an environment containing 5% CO_2_ for 16 h. Subsequently, cells in suspension were collected in a 15 mL conical tube, centrifuged at 1000 rpm for 5 min at room temperature, resuspended in a specific volume of culture medium, and counted using the Countess Automated Cell Counter (Invitrogen, Thermo Fisher Scientific). The adhered cells were trypsinized and counted. Senescence-associated (SA) β-galactosidase activity was detected as described elsewhere [27]. Briefly, senescence tests were carried out 7 d after puromycin selection of lentiviral transduced cells. Adhered cells were rinsed twice in PBS 1X and fixed in 2% formaldehyde-0.2% glutaraldehyde for 5 min at room temperature. After two washes in PBS 1X, cells were incubated in freshly prepared staining solution (40 mM citric acid/sodium buffer phosphate, 5 mM K_4_ [Fe (CN)_6_], 5 mM K_3_ [Fe (CN)_6_], 150 mM NaCl, 2 mM MgCl_2_, 1 mg/mL X-Gal, pH 6.0) at 37 °C for 3 h (Caco-2/15) or 8 h (HT-29). Cells were washed twice in PBS 1X and then methanol before letting them air dry. The plates were photographed using a DMIL microscope equipped with a Leica DC300 camera (Leica Camera, Allendale, NJ, USA).

### 2.6. Soft Agarose and Colony-Forming Cell Assays

Soft agarose assays were done as previously described [28]. Briefly, DMEM-2X without phenol-red (Wisent) was supplemented with 20% FBS and mixed 1:1 with melted sterile 1.4% agarose type VII (Sigma Aldrich, Oakville, ON, Canada). Each well of six-well plates was coated with 1 mL of a DMEM-agarose mixture. A total of 35,000 HT-29 shNonTarget or shNCOR1_655 puromycin-selected living cells were added to 7 mL of DMEM-agarose and 2 mL was seeded per well for a total of three wells per assay. Once the agarose solidified, the plates were incubated at 37 °C and 5% CO_2_. DMEM supplemented with 10% FBS without phenol-red was added to the surface of agarose every 2 d. After 1–3 weeks, colonies were stained for 3 h with 1 mL of DMEM containing 0.5 mg/mL MTT (37 °C, 5% CO_2_). Colonies were counted using ImageJ software. Colony-forming assays were performed as previously described [29]. Briefly, 10,000 living cells were seeded in 10 mL of cell culture to obtain a cell density equivalent to 1000 cells/mL per well in 6-well plates. Cells were cultured for up to 3 weeks and the culture medium was changed every 2–3 d. The cell culture medium was removed and the cells were washed twice with 1X PBS. Cells were then stained for 30 min at room temperature using a crystal violet solution (6.0% (*v*/*v*) glutaraldehyde, 0.5% crystal violet (*w*/*v*) diluted in water). The cells were washed twice with H_2_O, dried, and photographed. This experiment was repeated a minimum of three times for each cell line.

### 2.7. Xenografts into Nude Mice

HT-29 cells were transduced with either shNonTarget or shNCOR1_655 lentiviruses and selected with 10 µg/mL of puromycin for 7 d. A total of 1 × 10^6^ living cells per lentivirus condition were suspended in 0.1 mL DMEM. Each suspension was injected into the dorsal subcutaneous tissue of each mouse at four independent sites. Five female nude mice per lentiviral condition were used. Tumor volume was determined by external measurement (d^2^ × D)/2, as previously described [28].

### 2.8. Western Blot and ELISA

Adherent and nonadherent cells were lysed at 4 °C with stirring for 30 min in RIPA 1× (50 mM Tris, pH 7.4, 150 mM NaCl, 1% Nonidet P-40, 0.5% Triton X-100, 1 mM EDTA, 0.2% SDS, and 0.5% sodium deoxycholate), to which protease inhibitors were added immediately before use (1% protease inhibitor cocktail (Sigma Aldrich), 0.2 mM Na_3_PO_4_ (Sigma Aldrich), and 50 mM NaF (Sigma Aldrich)). The lysates were sonicated using a Sonic Dismembrator Model 120 (Thermo Fisher Scientific). BCA protein assays were performed to quantify the proteins. Protein extracts (20–40 µg) were loaded and migrated on an SDS-PAGE NuPAGE gel (Invitrogen, Thermo Fisher Scientific). Proteins were then transferred onto a PVDF membrane (Roche), which was blocked in 10% non-fat milk diluted in PBS/0.1% Tween20. To monitor the expression of NCOR1, PARP, Histone H2A.X phosphorylation of Ser-139, SOX2, and β-actin in cell extracts, the following antibodies were used: anti-NCOR1 antibody (Abcam Toronto, ON, Canada; ab3482), anti-PARP antibody (Cell Signaling Technology, Danvers, MA, USA; 9542), anti-phospho-Histone H2A.X (Ser139) (Cell Signaling Technology; 9718), anti-SOX2 (Cell Signaling Technology; 3579), and anti-actin antibody clone C4 (MilliporeSigma; MAB1501R). HRP-linked secondary antibodies were used in combination with ECL-Prime Western Blotting Detection Reagent (GE Healthcare, Mississauga, ON, Canada) to detect signals. Cytokine detection in cell culture conditioned media was performed using the Proteome Profiler Human Cytokine Array Kit (R&D Systems, Minneapolis, MN, USA), CXCL1/GRO Alpha Quantikine ELISA Kit (R&D Systems; DGR00), Migration Inhibitory Factor (MIF) Quantikine ELISA Kit (R&D Systems; DMF00B), CXCL8/IL-8 Quantikine ELISA Kit (R&D Systems; D8000C), and ICAM-1/CD54 Quantikine ELISA Kit (R&D Systems; DCD540), according to the manufacturer’s instructions. Original autoradiograms are shown in Figure S1.

### 2.9. RNA-Seq and Bioinformatics

Caco-2/15 and HT-29 cells were transduced in triplicate with either shNonTarget or shNCOR1_655 lentiviruses and selected with 10 µg/mL of puromycin for 7 d. Total RNA from adhered cells was isolated as described above and quantified using a NanoDrop Spectrophotometer ND-1000 (NanoDrop Technologies, Thermo Fisher Scientific), and RNA integrity was assessed using a 2100 Bioanalyzer (Agilent Technologies, St-Laurent, QC, Canada) instrument. Libraries were generated from 250 ng of total RNA as follows. mRNA enrichment was performed using the NEBNext Poly(A) Magnetic Isolation Module (New England BioLabs, Whitby, ON, Canada). cDNA synthesis was achieved using NEBNext RNA First Strand Synthesis and NEBNext Ultra Directional RNA Second Strand Synthesis Module (New England BioLabs). The remaining library preparation steps were performed using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England BioLabs). Adapters and PCR primers were purchased from New England BioLabs. Libraries were quantified using the Quant-iT™ PicoGreen^®^ dsDNA Assay Kit (Life Technologies, Thermo Fisher Scientific) and the Kapa Illumina GA with the Revised Primers-SYBR Fast Universal Kit (Kapa Biosystems, MilliporeSigma). The average fragment sizes were determined using a LabChip GX instrument (PerkinElmer). The libraries were normalized, denatured in 0.05 N NaOH, diluted to 200 pM, and neutralized using the HT1 buffer. Clustering was performed on an Illumina cBot (Illumina, Vancouver, BC, Canada) and the flow cell was run on a HiSeq 2000 PE100, following the manufacturer’s instructions. The bcl2fastq v2.20 program was then used to demultiplex samples and generate fastq reads. Bioinformatics analysis of differential gene expression obtained from RNA sequencing was performed by the Canadian Center for Computational Genomics-Montreal Node (https://www.computationalgenomics.ca/montreal-node/ (31 August 2021)). Analysis of canonical pathway enrichment was performed using the Ingenuity Pathway Analysis (IPA) software (QIAGEN). Only pathways with a *p*-value < 0.05 were considered significant.

### 2.10. Statistics

All data are expressed as the mean ± SEM. Groups were compared using a two-way analysis of variance (ANOVA) or Student’s *t*-test unless otherwise specified in the figure legend (GraphPad Prism 8, GraphPad Software, San Diego, CA, USA). Statistical significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Loss of Intestinal Epithelial NCOR1 Reduces Polyposis in Apc^Min/+^ Mice

To determine whether reducing NCOR1 expression could impact intestinal tumorigenesis, we generated mice lacking intestinal epithelial NCOR1 as previously described [8], but here into a C57BL/6J *Apc^Min/+^* background. The conditional deletion of the *Ncor1* eleventh exon led to a 95.3% reduction (*p* < 0.05) in *Ncor1* transcript detection in the small intestine and 90.5% reduction (*p* < 0.05) in the colon (Figure 1A). *Apc^Min/+^*; *Ncor1^ΔIEC^* (mutants), *Apc^Min/+^*; *Ncor1^ΔIEC/+^* (heterozygotes), and *Apc^Min/+^; Ncor1* (control) littermate mice were sacrificed and the number of polyps was assessed in each individual along the rostrocaudal axis of the gut. An important effect on intestinal tumor initiation was observed in both heterozygous and mutant mice compared to that of the control mice (Figure 1B). Overall, the loss of one *Ncor1* allele in the intestinal epithelium led to a 29.3% reduction in polyp load in the *Apc^Min/+^* background (*p* < 0.05) and a 41.3% reduction when both *Ncor1* alleles were lost under the same background (*p* < 0.001) (Figure 1B). The polyp average diameter of all group of mice was not significantly different when compared together (Figure 1C). Overall, these observations supported that abrogation of intestinal epithelial NCOR1 expression reduced initiation of intestinal neoplasia under the *Apc^Min/+^* background without affecting polyp growth.

### 3.2. NCOR1 Is Required for CRC Cell Growth and Adherence

To further investigate the intrinsic epithelial role of NCOR1 in intestinal tumorigenesis, we depleted NCOR1 expression by RNA interference in both Caco-2/15 and HT-29 CRC cell lines. These cells were infected with lentiviruses expressing a non-target control shRNA (shNonTarget) or different shRNAs directed against NCOR1 transcripts (shNCOR1_654, 655, 656, and 657). Both cell lines were incubated with lentivirus particles for 48 h and then selected with puromycin for up to 7 d. Over the course of the first experiments conducted with Caco-2/15 and HT-29 cells, the morphology of NCOR1-depleted cells was very different from that of control cells. The cells were flattened, vacuolated, and their proliferation rate appeared to be reduced compared to that of the control cells. Thus, we monitored cell proliferation in these puromycin-selected populations by counting the number of cells on different days after an equivalent number of selected reseedings after selection. Caco-2/15 cells displayed a severe lack of proliferation when shNCOR1 constructs were stably introduced instead of control cells integrated with the shNonTarget construct (Figure 2A). The same phenotype was observed when HT-29 cells were transfected with the shNCOR1_655 construct (Figure 2B). qRT-PCR confirmed that this construct reduced the NCOR1 transcript by more than 80% in both Caco-2/15 (Figure 2C) and HT-29 (Figure 2D) cells. HT-29 shNCOR1_655 cells were unable to grow independent of anchorage instead of HT-29 shNonTarget cells (Figure 2E). Additionally, clonogenic assays showed that NCOR1-depleted CRC single cells did not retain the ability to form colonies compared to control cells (Figure 2F). These results suggest that NCOR1 is required for the growth of CRC cell lines under plastic and anchorage-independent conditions.

Next, we performed cell adhesion assays because NCOR1-depleted cells appeared to be less adherent during cell passages. After seeding 1 × 10^6^ cells per condition, we counted the number of cells in the culture medium after 16 h. We observed a significantly higher number of shNCOR1_655 cells in suspension than in control cells in Caco-2/15 and HT-29 cell lines (Figure 3A). To further assess the viability of adhered cells versus cells in suspension, we performed immunoblotting to detect the status of polyADP ribose polymerase-1 (PARP-1) protein. The appearance of PARP-1 fragments is widely accepted as a hallmark of programmed cell death [30]. Both the control and NCOR1-depleted adherent cell populations of each cell line were negative for the cleaved fragment of PARP-1. This suggests that the adhered NCOR1-depleted cells were still alive under these conditions. In contrast, nonadherent NCOR1-depleted Caco-2/15 and HT-29 cells displayed an apparition of the PARP-1 cleaved fragment, with levels comparable to the positive anoikis controls of cells seeded on polyHema-coated Petri dishes (Figure 3B).

### 3.3. Loss of NCOR1 Promotes CRC Cell Senescence Associated with a Secretory Phenotype

Since adherent NCOR1-depleted cells stopped proliferating without apparent signs of cell death, we hypothesized that they were senescent. We first performed immunoblotting to monitor NCOR1 protein expression compared to the histone variant γH2A.X phosphorylated on serine 139, a classic marker for senescent cells that becomes activated when DNA damage occurs [31]. NCOR1 protein levels were greatly reduced in Caco-2/-15 cells that expressed the shNCOR1_655 construct and led to an induction of the γH2A.X phosphorylated signal (Figure 4A). Next, we stained the cells with an X-Gal solution to visualize SA β-galactosidase activity. shNCOR1_655 directed against *NCOR1* led to the appearance of positive blue-stained cells in both Caco-2/15 and HT-29 cell lines (Figure 4B).

An additional feature of cellular senescence is the acquisition of a SASP. A conditioned culture medium from serum-deprived Caco-2/15, HT-29 shNCOR1_655, and shNonTarget cells was used to screen a human cytokine array panel to determine whether these proteins were modulated under these conditions. We determined that CXCL1, CXCL8, soluble intercellular adhesion molecule-1 (sICAM-1), and MIF were increased in shNCOR1_655 cells compared to the control cells (Figure 5A). ELISA confirmed that the loss of NCOR1 in Caco-2/15 cells caused a significant increase in CXCL1 (Figure 5B), CXCL8 (Figure 5C), MIF (Figure 5D), and sICAM-1 (Figure 5E) in the culture medium of these cells. Additionally, significant increases in CXCL1, CXCL8, and MIF were also observed in HT-29 shNCOR1_655 cells compared to their controls (Figure 5B–D). Overall, our observations indicated that upon the loss of NCOR1 expression, CRC cells exhibited a secretory phenotype associated with cellular senescence.

### 3.4. Loss of NCOR1 Reduces Tumorigenic Growth of HT-29 Cells In Vivo

Next, we performed xenograft experiments in nude mice with HT-29 cell lines that had integrated shNonTarget or shNCOR1_655. Following subcutaneous injection of viable cells into the dorsal region of the mice, we monitored tumor growth by measuring their length and width regularly (Figure 6). As expected, HT-29 control cells led to palpable tumors under these conditions (Figure 6A,B). Downregulation of NCOR1 in these cells drastically impaired the capacity of HT-29 cells to form tumors under these conditions (Figure 6A,B), with a coincident reduction in tumor weight at the time of mouse sacrifice compared to the control HT-29 cells (Figure 6C).

### 3.5. Impact of NCOR1 Depletion on CRC Cells Transcriptome

To gain insights into the transcriptional role of NCOR1 in CRC cells, we performed RNA-seq transcriptomic analyses in Caco-2/15 and HT-29 adherent cells depleted of NCOR1. 

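RNA was sequenced from 12 libraries of 2 human colorectal adenocarcinoma lines, Caco-2/15 and HT-29. Each line had 3 libraries with the shNonTarget control and 3 with shNCOR1_655, which the paper describes as transduced in triplicate and selected with puromycin for 7 d. Libraries were made from 250 ng of total RNA by poly(A) selection, with strand information kept, and were read as paired ends. The submitters' notes give STAR 2.4.0f1 for alignment; the read counter, genome build and annotation are not given in the sources used here. The tables hold raw reads per gene for libraries numbered 2, 3 and 4 of each condition.
In Caco-2/15, the reads summed over genes were 58410436 to 59711467 in shNonTarget (median 59278397) and 58496716 to 58835764 in shNCOR1_655 (median 58593488). In HT-29, they were 56096081 to 57739287 in shNonTarget (median 56296212) and 52875974 to 59761779 in shNCOR1_655 (median 58988711). Each line was fitted alone with edgeR's quasi-likelihood test after TMM scaling and edgeR's default filter on low counts, which kept 16201 genes in Caco-2/15 and 15845 in HT-29. Fold changes are log2 values of shNCOR1_655 over shNonTarget with their standard error (SE, n = 3 libraries per group), and adjusted p-values are Benjamini-Hochberg values over all genes tested. Differences between the lines were tested as an interaction in a single fit of all 12 libraries. The p-values measure the spread between the 3 transduced samples of a group. Libraries with the same number deviated together, and these fits leave that pairing out.
Before the data were examined, 42 gene lists, the thresholds and the rule for naming genes were fixed. A list member is called higher or lower at an adjusted p under 0.05, whatever its fold. With limma's camera at a preset correlation between genes of 0.01, 40 of 84 tests of a list in a line passed. These were 20 in each line, where other splits of the same 6 libraries called up to 17 in Caco-2/15 and 19 in HT-29. With an estimated correlation, camera called 0 of 84 at an adjusted p under 0.05 and 10 at an unadjusted p under 0.05, and limma's fry called 60.
NCOR1 itself, the corepressor targeted by the shRNA, lies on the minus strand of chromosome 17 of GRCh38 from 16029157 to 16218185. Its level in Caco-2/15 was 106 ± 9.74 CPM (reads of the gene per 1e6 reads after TMM scaling, SD, n = 3) in shNonTarget and 25.3 ± 2.24 in shNCOR1_655, a reduction of 76.1%. In HT-29 it was 179 ± 39.9 in shNonTarget and 25.2 ± 1.35 in shNCOR1_655, a reduction of 85.9%. The log2 fold change was -2.07 (SE 0.09) in Caco-2/15 and -2.82 (SE 0.15) in HT-29 (adjusted p = 5.37e-07 and 7.18e-05 from edgeR's quasi-likelihood test). The fall was deeper in HT-29 (interaction adjusted p = 0.0151).

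**Figure D1:**
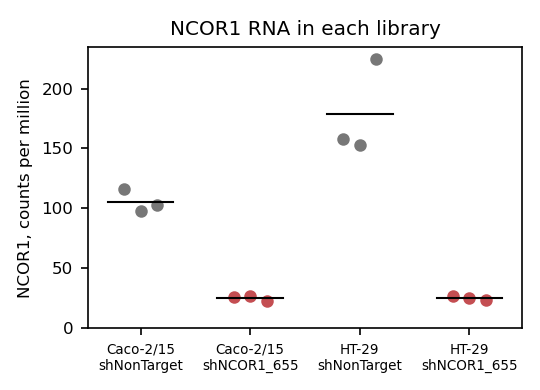
NCOR1 CPM in each of the 12 libraries, by cell line and shRNA, with a line at the mean of each group. The shNCOR1_655 libraries of both lines lie at 22.7 to 27.0 CPM and the shNonTarget libraries at 97.7 to 225.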

After applying a cutoff of *p* < 0.05, we identified 2208 gene transcripts modulated at least twofold in Caco-2/15 shNCOR1_655 cell populations (57% upregulated; Figure 7A and Table S1) and 2486 gene transcripts in HT-29 shNCOR1_655 cell populations (61% upregulated; Figure 7A and Table S2) compared to their respective shNonTarget controls. 

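In Caco-2/15, the largest rise among the named genes was in TNS4, a tensin of focal adhesions, at a log2 fold change of 7.66 (SE 0.44), or 203-fold. ANGPT2, a secreted ligand of the TIE2 receptor, rose by 5.80 (SE 0.42) and COL3A1, the chain of type III collagen, by 5.60 (SE 0.18). Among the genes that fell were CPS1, the first enzyme of the urea cycle, at -4.30 (SE 0.22), and the plasma proteins ALB (albumin) at -3.86 (SE 0.22) and HP (haptoglobin) at -4.00 (SE 0.37). In HT-29, SPRR1A, a protein of the cornified envelope, rose by 6.93 (SE 0.57), or 122-fold, and ROBO2, a receptor of SLIT ligands, by 6.29 (SE 0.36). REG4, a lectin secreted by intestinal secretory cells, was 136-fold lower in HT-29, at -7.09 (SE 0.31), and SLC14A1, a urea transporter, stood at -4.78 (SE 0.28).
Each of these 10 changes had an adjusted p of 1.03e-04 or less from edgeR's quasi-likelihood test. TNS4 and REG4 did not follow the same course in the other line, at 0.15 (SE 0.17) for TNS4 in HT-29 and 0.63 (SE 0.12) for REG4 in Caco-2/15 (interaction adjusted p = 6.80e-07 and 1.59e-07). At an adjusted p under 0.05 and at least 2-fold, 1207 genes were higher and 868 lower in Caco-2/15, so that 58.2% of 2075 were higher. In HT-29, 1556 were higher and 967 lower, so that 61.7% of 2523 were higher. With no minimum on the fold, 8807 genes passed in Caco-2/15 and 7206 in HT-29.
Of the AP-1 and immediate early genes, 27 of 32 measured members rose and 2 fell in Caco-2/15 (28 and 2 adjusted over the list alone), with NR4A1, an orphan nuclear receptor, at 1.43 (SE 0.10). In HT-29, 9 of 32 measured members rose and 2 fell (9 and 2), and 23 rose and 2 fell without shNonTarget library 4. That library stands apart from its group, but its deviations correlated at 0.726 with those of shNCOR1_655 library 4. Counts without it alone keep that partner and are not freed of the shared deviation. With camera at the preset the list's adjusted p in HT-29 was 0.0161, 0.0774 without shNonTarget library 2, 0.0918 without library 3 and 4.93e-07 without library 4. Of the replication-dependent histone genes, 10 of 29 measured members rose and 3 fell in Caco-2/15 (9 and 3), and 32 of 35 rose in HT-29 with 3 not past the test (34 adjusted over the list alone), HIST1H1C at 2.82 (SE 0.23) among them. The adjusted p with an estimated correlation from limma's camera was 0.389 and 0.739 for the AP-1 genes and 0.739 and 0.328 for the histones, in Caco-2/15 and HT-29. The libraries were poly(A)-selected, while these histone RNAs are made without a poly(A) tail. More untailed RNA in the knockdown libraries of HT-29 stays open as an explanation.

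**Figure D2:**
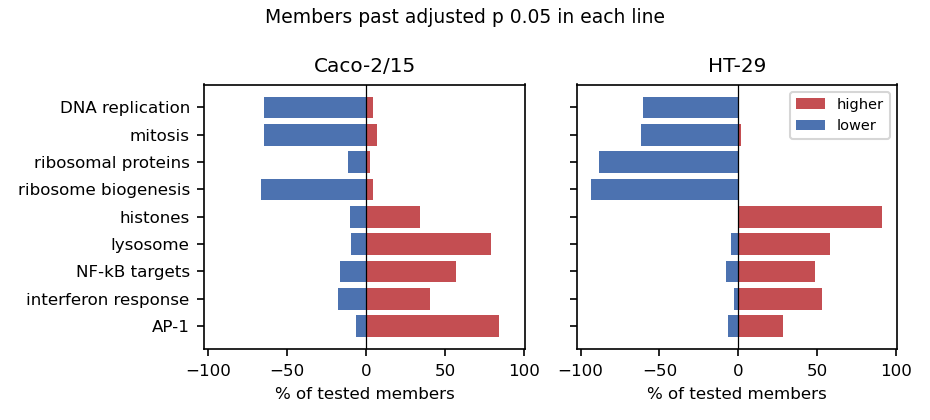
Percentage of the tested members of each gene list past an adjusted p of 0.05 in Caco-2/15 and HT-29, with higher genes to the right of 0 and lower genes to the left. Among histones, 10 of 29 are higher and 3 lower in Caco-2/15, and 32 of 35 are higher in HT-29.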

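LUM, a proteoglycan of the extracellular matrix, rose in both lines, at a log2 fold change of 2.07 (SE 0.10) in Caco-2/15 and 2.84 (SE 0.21) in HT-29. SMOC2, a secreted calcium-binding matrix protein, rose at 1.71 (SE 0.15) and 2.41 (SE 0.32), and ALDH1A2, an enzyme that makes retinoic acid, at 2.32 (SE 0.39) and 3.52 (SE 0.51). CA12, a membrane carbonic anhydrase, fell at -2.96 (SE 0.12) and -2.06 (SE 0.11), and CDH1, the adherens junction protein E-cadherin, at -2.11 (SE 0.07) and -2.01 (SE 0.16). The 3' UTR of CA12 holds 3 copies, and that of CDH1 1 copy, of TCCAAAT, the word of 7 bases with the smallest enrichment p among genes lower in both lines. Of all genes with 1 copy, 7.83% were called lower and 5.59% higher in Caco-2/15, and 10.3% lower and 6.84% higher in HT-29. A copy alone therefore does not tell which genes fall. NFKBIZ, a nuclear regulator of NF-κB, went opposite ways, at -1.23 (SE 0.11) in Caco-2/15 and 1.06 (SE 0.23) in HT-29 (interaction adjusted p = 8.34e-05 from edgeR's quasi-likelihood test). The largest adjusted p of these genes from that test was 0.00847, for NFKBIZ in HT-29.
Of 14322 genes tested in both lines, 597 were called in both, 536 of them in the same direction and 61 in opposite directions. The fold changes of the lines had a Pearson r of 0.444 and a Spearman correlation of 0.480, across genes, which are not independent replicates. Of 840 genes called in Caco-2/15 and not in HT-29, 525 passed the test of the difference between the lines, as did 941 of 1357 called in HT-29 and not in Caco-2/15. With no minimum on the fold, the genes called in both lines in the same direction numbered 3606.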

A comparison of both analyses identified 421 common genes that were altered in both Caco-2/15 and HT-29 cell lines deficient in NCOR1 expression (Figure 7A, Table S3). Of these genes, 62% were upregulated (Figure 7A, Table S3). 

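Among the genes called in both lines in the same direction, 341 were higher and 195 lower, so that 63.6% were higher. Independent lists of these sizes would share 66.6 higher and 34.1 lower genes (Fisher's exact test, two-sided across genes, p = 4.13e-167 and p = 3.28e-99; genes are not independent replicates). CSF1, the macrophage colony-stimulating factor, was among the higher genes at a log2 fold change of 1.79 (SE 0.18) in Caco-2/15 and 2.89 (SE 0.26) in HT-29 (adjusted p = 4.08e-05 and 2.90e-04 from edgeR's quasi-likelihood test). PCNA, the sliding clamp of DNA polymerases, was among the lower ones at -2.38 (SE 0.09) and -2.94 (SE 0.26) (adjusted p = 3.68e-07 and 2.97e-04 from the same test).
Of 175 genes lower in both lines with an annotated 3' UTR, 76 held the word TCCAAAT there, against 29.8 for genes of like UTR length (exact test within 10 strata of UTR length, p = 4.99e-20). Among 282 genes higher in both lines, 34 held it, against 39.7. It ranked first by p of all words of 7 bases searched in the genes lower in both lines, where GTCCAAA had the larger ratio (52 against 16.7), and was singled out after its values were seen.

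**Figure D3:**
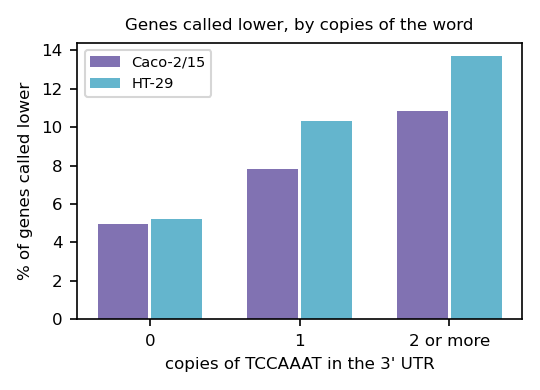
Percentage of genes called lower in each line, by the number of copies of TCCAAAT in the longest annotated 3' UTR. It is 4.93, 7.83 and 10.8% for 0, 1, and 2 or more copies in Caco-2/15, and 5.20, 10.3 and 13.7% in HT-29.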

We then used the IPA software to generate signaling cellular pathway analyses of the common genes influenced by NCOR1 expression in each of these cell lines. EIF2 signaling, crucial to initiate translation and upregulated in CRC [32], was predicted to be downregulated in the absence of NCOR1 in both CRC cell lines (Figure 7B). 

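NPM1, a nucleolar protein of ribosome assembly, fell at a log2 fold change of -1.26 (SE 0.07) in Caco-2/15 and -1.70 (SE 0.08) in HT-29. EIF4B, a factor that aids the helicase of translation initiation, holds 2 copies of TCCAAAT in its 3' UTR, was 2.00-fold lower in Caco-2/15 (SE 0.08 on the log2 scale) and fell at -1.32 (SE 0.08) in HT-29. Of the ribosomal proteins in HT-29, 70 of 79 were lower and 9 did not pass the test (75 adjusted over the list alone), with an adjusted p of 0.599 for the list from limma's camera with an estimated correlation. RPL3 stood at -1.52 (SE 0.09), RPL10A at -1.37 (SE 0.10) and RPS2 at -1.09 (SE 0.09) there. In Caco-2/15, 2 of 79 measured members rose and 9 fell (2 and 5 adjusted over the list alone), with RPL34 at -0.70 (SE 0.08) and RPL12 at 0.32 (SE 0.06).
Of 46 factors of translation initiation, 12 rose and 8 fell in Caco-2/15 (9 and 7 adjusted over the list alone), and 2 rose and 26 fell in HT-29 (2 and 29). EIF3L, a subunit of the initiation factor EIF3, was at -0.82 (SE 0.08) in HT-29, and EIF4E2, a cap-binding protein that represses translation, rose at 1.06 (SE 0.06) and 1.05 (SE 0.13). Of 45 genes of ribosome biogenesis, 2 rose and 30 fell in Caco-2/15 (2 and 31), and 42 fell in HT-29 with 3 not past the test (42 adjusted over the list alone). LYAR, a nucleolar protein, stood at -0.88 (SE 0.09) and -1.86 (SE 0.13).
In HT-29, the adjusted p with an estimated correlation was 0.448 for the initiation factors and 0.390 for ribosome biogenesis from limma's camera. In Caco-2/15 it was 0.909 for the ribosomal proteins, 0.733 for the initiation factors and 0.660 for ribosome biogenesis. These gene values passed edgeR's quasi-likelihood test, with the largest adjusted p at 0.00164 for RPL12. The paper's pathway predictions came from the IPA software, which was not run here.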

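CAB39L, a scaffold of the kinase complex that activates AMPK, rose in both lines, at a log2 fold change of 2.05 (SE 0.10) in Caco-2/15 and 2.30 (SE 0.24) in HT-29. FNIP2, a folliculin-interacting protein that binds AMPK, rose at 1.39 (SE 0.08) and 1.89 (SE 0.14). In Caco-2/15, CAMKK2, a kinase of AMPK, fell at -0.68 (SE 0.06), and ACACB, the acetyl-CoA carboxylase of mitochondria that AMPK phosphorylates, at -1.23 (SE 0.11). In HT-29, CPT1B, which carries fatty acids into mitochondria, rose at 2.65 (SE 0.26), and EEF2, a translation elongation factor, fell at -1.36 (SE 0.10).
Of 37 measured genes of the AMPK list, 8 rose and 12 fell in Caco-2/15 (9 and 12 adjusted over the list alone). In HT-29, 9 rose and 5 fell of 37 (8 and 5 adjusted over the list alone), and 10 rose and 9 fell of 38 without shNonTarget library 4. The list's adjusted p with an estimated correlation was 0.874 in Caco-2/15 and 0.660 in HT-29 from limma's camera. These gene values passed edgeR's quasi-likelihood test, with the largest adjusted p at 5.20e-04 for CAB39L in HT-29.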

In accordance with the anti-tumorigenic role of AMP-activated kinase (AMPK) [33], this pathway was also upregulated in the absence of NCOR1 (Figure 7B). 

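ARHGAP6, which turns off RHOA, rose at a log2 fold change of 3.08 (SE 0.29) in Caco-2/15 and 3.82 (SE 0.33) in HT-29. RAPGEF4, an exchange factor for RAP GTPases that cAMP activates, rose at 3.27 (SE 0.72) and 2.48 (SE 0.32). AKAP12, a scaffold of protein kinase A, rose at 3.34 (SE 0.31) and 2.61 (SE 0.44), the latter at 3.37 without HT-29 shNonTarget library 4. MYLK, the kinase of myosin light chain, fell at -2.20 (SE 0.06) and -2.06 (SE 0.14) and holds 1 copy of TCCAAAT in its 3' UTR.
RAC1, which drives lamellipodia, was at 0.52 (SE 0.06) in Caco-2/15 and RHOB, which resides on endosomes, at 0.71 (SE 0.10). In HT-29, RHOC was at 0.69 (SE 0.10), RHOA, the GTPase of stress fibres, at -0.47 (SE 0.09), and CFL2, which severs actin filaments, at 1.62 (SE 0.15). The gene values passed edgeR's quasi-likelihood test, with the largest adjusted p at 0.00452 for RHOA.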

Intriguingly, this analysis also predicted increases in several pathways positively involved in cellular migration and CRC metastasis signaling, including the RHO-GTPase pathway that contributes to cancer progression and metastasis [34] (Figure 7B). 

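GBP1, a guanylate-binding protein that interferon-γ induces, rose in Caco-2/15 at a log2 fold change of 2.60 (SE 0.18), and its relative GBP2 in HT-29 at 1.90 (SE 0.13). HLA-C, a class I antigen-presenting molecule, rose at 0.73 (SE 0.05) and 1.72 (SE 0.14). Of the genes that interferons induce, 25 of 62 measured members rose and 11 fell in Caco-2/15 (25 and 11 adjusted over the list alone), and 36 of 68 measured members rose and 2 fell in HT-29 (40 and 2), where 60 rose and 2 fell without shNonTarget library 4. Among targets and members of the NF-κB pathway, 21 of 37 measured members rose and 6 fell in Caco-2/15 (21 and 6) and 19 of 39 measured members rose and 3 fell in HT-29 (21 and 3), or 26 and 4 of 40 without that library. IER3, an early response gene, rose at 1.74 (SE 0.15) in Caco-2/15 and LTB, the membrane cytokine lymphotoxin-β, at 2.41 (SE 0.29) in HT-29.
NFKB1, the p105 precursor of NF-κB, fell in both lines at -0.42 (SE 0.06) and -0.75 (SE 0.11). RELA, its p65 partner, rose in Caco-2/15 at 0.53 (SE 0.05) and stood at 0.05 (SE 0.14) in HT-29 (adjusted p = 0.797 from edgeR's quasi-likelihood test). Of the TGF-β targets and pathway members, 25 of 40 measured members rose and 9 fell in Caco-2/15 (25 and 10) and 12 of 38 measured members rose and 8 fell in HT-29 (12 and 8), or 18 and 9 of 39 without shNonTarget library 4. BAMBI, a decoy receptor of TGF-β, rose at 1.27 (SE 0.07) in Caco-2/15 and the ligand TGFB3 at 2.17 (SE 0.15) in HT-29, while TGFB1 fell at -0.65 (SE 0.10) and -1.28 (SE 0.21). SMAD3, the transcription factor of the pathway, did not pass in either line, at -0.06 (SE 0.06) and 0.42 (SE 0.17) (adjusted p = 0.420 and 0.0782 from edgeR's quasi-likelihood test). In HT-29 it passed with DESeq2 (0.44), upper quartile factors (0.52), the replicate number as a block (0.45) and without shNonTarget library 4 (0.64). IL1B, the inflammasome cytokine, gave 44 reads over 3 libraries in shNonTarget and 4 in shNCOR1_655 of Caco-2/15, too few for the filter (-3.29 with no filter, adjusted p = 0.00146), and stood at 0.56 (SE 0.36) in HT-29 (adjusted p = 0.232 from edgeR).
The adjusted p with an estimated correlation from limma's camera was 0.448 in Caco-2/15 and 0.610 in HT-29 for the interferon genes, 0.673 and 0.617 for NF-κB, and 0.390 and 0.802 for TGF-β. The paper's predictions of activated regulators came from IPA and were based on the genes that changed. The RNA level of a regulator itself is another measure and does not test them.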

Several upstream activators of inflammatory processes, such as IFNγ, IL-1β, and TGF-β, as well as central inflammatory transcriptional regulators including NF-kβ and SMAD3, were also predicted to be activated in the absence of NCOR1 (Figure 7C). Additionally, our analysis supported the above findings by identifying several genes associated with cell senescence (Table 1) and SASP (Table 2). 

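CDKN1A, the p21 inhibitor of cyclin-dependent kinases, rose in Caco-2/15 at a log2 fold change of 1.78 (SE 0.09) and stood at 0.59 (SE 0.56) in HT-29, with an adjusted p of 1.04e-06 and 0.427 from edgeR's quasi-likelihood test. CDKN2B, the p15 inhibitor of CDK4 and CDK6, rose at 1.04 (SE 0.22) in Caco-2/15 and stood at 1.67 (SE 0.62) in HT-29 (adjusted p = 0.0658 from edgeR). In HT-29, CDKN1A passed at 0.94 with the replicate number as a block and at 1.66 without shNonTarget library 4, and CDKN2B at 2.05 and 2.89 and, with upper quartile factors, at 1.79. RB1, the retinoblastoma protein, fell at -1.60 (SE 0.08) and -2.05 (SE 0.09) with 1 copy of TCCAAAT in its 3' UTR, and TGFBR1, a receptor of TGF-β, at -1.49 (SE 0.07) and -2.10 (SE 0.13) with 2. BHLHE40, a transcription factor induced in senescence, rose at 1.58 (SE 0.10) and 2.10 (SE 0.19), as did CDK6, a kinase of the G1 phase, at 1.37 (SE 0.07) and 2.08 (SE 0.11).
Of the senescence genes of Table 1, 12 of 20 measured members rose and 8 fell in Caco-2/15 (12 and 8 adjusted over the list alone), and 6 of 19 measured members rose and 6 fell in HT-29 (8 and 6), where 11 rose and 6 fell without shNonTarget library 4. Of the SASP genes of Table 2, 12 of 14 measured members rose and 2 fell in Caco-2/15 (12 and 2) and 9 of 14 measured members rose and 2 fell in HT-29 (10 and 2). Both tables were drawn up by the study on these samples, so their counts are not independent evidence. Among the Table 2 genes, ICAM1, an adhesion molecule for leukocytes, rose at 1.22 (SE 0.10) and 1.75 (SE 0.15), and the cytokine IL15 at 2.47 (SE 0.28) and 1.07 (SE 0.11).
In a wider list of SASP factors, some of which Table 2 also holds, 25 of 35 measured members rose and 2 fell in Caco-2/15 (27 and 3 adjusted over the list alone), and 16 of 38 measured members rose and 3 fell in HT-29 (16 and 3), or 25 and 5 of 40 without shNonTarget library 4. IGFBP4, a carrier of insulin-like growth factors, rose at 3.57 (SE 0.14) in Caco-2/15, and the cytokine IL11 at 2.45 (SE 0.19) in HT-29. In a wider list of senescence markers, which shares members with Table 1, 12 of 30 measured members rose and 10 fell in Caco-2/15 (12 and 10), and 4 of 29 measured members rose and 12 fell in HT-29 (5 and 12), or 8 and 13 without that library. HMGA2, a chromatin protein of senescent and fetal cells, rose at 3.73 (SE 0.09) in HT-29.
The adjusted p with an estimated correlation from limma's camera in Caco-2/15 and HT-29 was 0.739 and 0.909 for Table 1, 0.351 and 0.389 for Table 2, 0.351 and 0.448 for the wider SASP list, and 0.610 and 0.754 for the wider senescence list. In HT-29, the median log2 fold change of Table 1 was 0.50 while camera's direction was lower (adjusted p = 0.871). HT-29 shNonTarget library 4 stood apart from its group, holding the highest of 3794 to 23712 reads of the growth factor EREG, and EREG was at 1.24 (SE 0.69) in HT-29 (adjusted p = 0.186 from edgeR), at 2.73 without that library and at 1.86 with the block, both past the test. From its identification of these senescence and SASP genes, the paper reasons that the RNA-seq data bear out its preceding findings.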

To further validate some of the targets associated with signaling cellular pathways as listed above, we investigated their gene transcript expression profiles following the knockdown of NCOR1 expression in both Caco-2/15 and HT-29 cells after 3 and 7 days, following introduction of shRNA constructs. The eukaryotic translation initiation factor 4B (*EIF4B*) and nucleophosmin 1 (*NPM1*) transcripts, which encode for RNA binding protein with roles in protein synthesis [35,36], were significantly reduced in both cell lines depleted for NCOR1 expression at all time points (Figure 8A,B). Immunity-related GTPase family M protein (*IRGM*), involved in autophagy, was induced with variable fold inductions depending on the time point (Figure 8C). Rap guanine nucleotide exchange factor 4 (*RAPGEF4*), a direct target of cAMP involved in activation of the GTPase Rap [37], was drastically induced in cells depleted for NCOR1 (Figure 8D). Brain-derived neurotrophic factor (*BDNF*), a growth factor with relevance in several cancer types [38], was also found strongly to be induced in the absence of NCOR1 (Figure 8E). CEA cell adhesion molecule 5 (*CEACAM5*) gene transcripts were also increased in absence of NCOR1, while this effect was not significant in HT-29 cells as opposed to Caco-2/15 cells (Figure 8F). Urothelial cancer associated 1 (*UCA1*), integrin subunit beta 6 (*ITGB6*), integrin subunit alpha 10 (*ITGA10*), rho GTPase activating protein 6 (*ARHGAP6*), and A-Kinase anchoring protein 12 (*AKAP12*), all involved in reorganization of the actin cytoskeleton [39,40,41], were all confirmed to be induced in the absence of NCOR1 (Figure 8G–K).

SOX2 is a reprogramming transcription factor associated with several cancer types, including CRC, and positively influences invasion/metastasis and resistance to cancer therapies [42]. We finally investigated the profile of SOX2 expression following the knockdown of NCOR1 expression in both Caco-2/15 and HT-29 cells. Significant induction of *SOX2* transcript expression was observed as early as 3 d following lentiviral infection in both cell lines with shNCOR1 constructs (Figure 9A). Immunoblots indicated that Caco-2/15 cells constitutively expressed SOX2 protein in contrast to HT-29 cells (Figure 9B). However, the knockdown of NCOR1 in both cell lines resulted in increased SOX2 protein levels under these conditions (Figure 9B).

## 4. Discussion

Intestinal neoplasia is a consequence of several molecular alterations that ultimately affect biological processes, such as cell proliferation. Due to the fact that senescence is initiated with an irreversible cessation of the cell cycle, it has long been considered a cellular means to protect against cancer development. However, senescent cells can harbor SASP features that stimulate a pro-inflammatory and tissue remodeling environment, leading to a higher risk of developing cancer. Our data suggest that NCOR1′s role in senescence could lead to anti- or pro-cancerous actions, depending on the context.

Although the literature has not yet established a clear association between NCOR1 and cellular senescence, some clues support this relationship. Drastic changes in chromatin structure can promote the establishment of senescence programs. In support of this, HDAC inhibitors have been reported to cause senescence in many cancer cell types, including CRC [43,44,45]. NCOR1 repressive activity is usually mediated via the recruitment of HDAC3 or other HDAC family members and, by extension, our observations are in line with these reports. Additionally, NCOR1 was identified as a central transcriptional repressor checkpoint of genes involved in inflammation and its deletion in macrophages resulted in the activation of several chemokines (CXCL-1, -2, -3, -4, -5, -8) and matrix metalloproteinase (MMP-13) encoding genes [3]. De-repression of each of these single genes, also associated with SASP, was observed in our NCOR1-depleted CRC cell lines (Table 2). 

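CXCL1, a chemokine that attracts neutrophils, rose at a log2 fold change of 1.38 (SE 0.23) in Caco-2/15 and 3.06 (SE 0.23) in HT-29, with a larger change in HT-29 (interaction adjusted p = 0.00368 from edgeR's quasi-likelihood test). CXCL3, its relative, rose at 2.06 (SE 0.24) and 1.98 (SE 0.40), the latter at 2.57 without HT-29 shNonTarget library 4. CXCL8, listed as IL8, rose at 1.37 (SE 0.43) and 2.10 (SE 0.30) (adjusted p = 0.0219 and 0.00171 from edgeR). In Caco-2/15, IL8 did not pass without shNCOR1_655 library 2 (1.24) or 3 (1.03) or without shNonTarget library 4 (1.14). CXCL2 rose in Caco-2/15 at 1.27 (SE 0.17) and was 2.83-fold higher without passing in HT-29 (SE 0.59 on the log2 scale, adjusted p = 0.0751 from edgeR), passing at 1.75 with the replicate number as a block and at 2.60 without shNonTarget library 4.
CXCL5 rose in Caco-2/15 at 4.73 (SE 0.87), from 11 reads over 3 libraries to 287, and at 4.13 without shNCOR1_655 library 2; in HT-29 it gave 1 read in shNonTarget and 23 in shNCOR1_655, too few for the filter. CXCL4, listed as PF4, rose in HT-29 at 1.64 (SE 0.42) (adjusted p = 0.0143 from edgeR), did not pass without shNCOR1_655 library 2 (1.43), and is not listed for Caco-2/15. MMP13, a collagenase, rose in HT-29 at 2.54 (SE 0.70) (adjusted p = 0.0250), from 381 reads over 3 libraries to 2532. The MMP13 change was 4.07 without shNonTarget library 4 and did not pass without shNCOR1_655 library 3 (2.24) or shNonTarget library 2 (2.13) or 3 (2.16). In Caco-2/15 MMP13 gave 2 reads in shNonTarget and 32 in shNCOR1_655, too few for the filter.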

A recent report showed that HDAC3 was required for non-small cell lung cancer cell tumorigenic growth, while central to the repression of p65 RelA/NF-κB-mediated induction of SASP in these cells [46]. Thus, our study is the first to functionally associate NCOR1 with cellular senescence, a process that most likely involves HDAC-associated repressive activities.

There are some indications that NCOR1 dysfunction may be associated with cancer. *NCOR1* is located on chromosome 17p11.2., in an area that is frequently mutated or lost in several human cancers. *NCOR1* is mutated in bladder cancer [47], breast cancer [48], and metastatic castration-resistant prostate cancer [49]. *NCOR1* point mutations have also been detected in two colorectal cancer cell lines [50]. In addition to mutations, aberrant cytoplasmic localization in NCOR1 has been described in CRC [51], retinoblastoma [52], and malignant melanoma [53]. Due to the fact that NCOR1 nuclear localization is essential to the repression of gene transcription, these observations support a loss of NCOR1 function, at least with regard to gene regulation. Although our results support that abrogation of NCOR1 function could be beneficial as a tumor suppressor strategy in CRC cells, our findings also point to the promotion of metastatic potential in the same context. These observations open up future patient-oriented investigations to delineate these paradoxical outcomes in this complex disease.

An important aspect of our work is the discovery of several CRC-associated genes, for which expression was influenced by the absence of NCOR1. NPM1 is involved in ribosome assembly and positively controls cell proliferation. NPM1 expression was reported to be increased in colon cancer and associated with lymph node metastasis [54]. Since NPM1 was found to be decreased in CRC cells depleted of NCOR1, this correlates well with the cell growth status of these cells. BDNF, a neurotrophin family member involved in brain development, has been reported to be increased in CRC [55] and to enhance CRC cell line motility [56]. Similarly, the long noncoding RNA UCA1 was found enriched in the serum exosomes of CRC patients with a positive outcome on CRC cell invasion and metastasis [57]. CEACAM5 adhesion molecules were reported to be overexpressed in many cancers, including CRC. The use of antibodies targeting these cell surface antigens was shown to be effective in reducing CRC cell invasion [58]. ITGB6 was detected in the serum of CRC patients, with a strong predictive index for the onset of metastatic state and tumor recurrence [59]. The Rho GTPase activating protein ARHGAP6 was also identified as being overexpressed in several CRC cell lines and tissues [60]. Due to the fact that Rho GTPases are crucial for the coordination of events required for cell migration [61], this correlates well with the predicted increase of metastatic potential in the absence of NCOR1. AKAP12 has also been described as being induced in colon cancer cells [62]. Another report showed that overexpression of AKAP12 in a CRC cell line inhibited proliferation and anchorage-independent growth, features that correlate well with our observations [63]. Based on these correlations, changes in expression of several identified NCOR1 gene targets suggest a functional role of this corepressor in promoting CRC cell growth while opposing metastasis potential under the same cellular context.

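SOX2, a transcription factor of pluripotent cells, lies on the plus strand of chromosome 3 of GRCh38 from 181711924 to 181714436. In Caco-2/15 it rose from 11.2 ± 0.815 CPM (SD, n = 3) in shNonTarget to 27.1 ± 5.81 in shNCOR1_655. This is a log2 fold change of 1.27 (SE 0.14) (adjusted p = 7.59e-05 from edgeR's quasi-likelihood test). In HT-29 it rose from 5 reads over 3 shNonTarget libraries, with 0 to 4 per library, to 124 over 3 shNCOR1_655 libraries, with 39 to 46 per library. The log2 fold change there was 4.38 (SE 0.75) (adjusted p = 9.81e-04), and 5.92 without shNonTarget library 3. Its rise was larger in HT-29 (interaction adjusted p = 0.00116).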

Our transcriptomic analysis also identified SOX2 as being upregulated in the absence of NCOR1. SOX2 is a transcriptional repressor that regulates several cellular processes associated with different types of cancer [42]. SOX2 expression has been associated with increased CRC metastasis [64], increased CRC cell migration [65], and cancer stem-like properties in CRC [66]. Some evidence also supports a role for SOX2 in reducing CRC cell proliferation via inhibition of the mTOR pathway [67]. Another report showed that the induction of SOX2 led to the onset of senescence in CRC cells [68]. These observations coincide well with our data and suggest a possible functional regulatory axis between NCOR1 and SOX2 in the control of cellular senescence. Interestingly, a recent study showed that the *SOX2* gene promoter was directly repressed from vitamin D receptor (VDR) occupancy on VDR elements in colon cancer cells [69]. VDR recruits NCOR1 to negatively regulate vitamin-D3-mediated transcription [70] and physical recruitment of NCOR1 on VDR gene targets was associated with altered repression of chromatin marks in prostate cancer [71]. Thus, it is tempting to speculate that *SOX2* could be directly targeted by NCOR1 via similar mechanisms. Finally, SOX2 is a pluripotency factor strongly associated with cancer stem cells (CSCs), with a poor prognosis in several cancers, including CRC [42,66]. Although cancerous senescent cells are non-proliferative by nature, it remains possible that the increase in SOX2 expression following NCOR1 depletion correlates with the development of dormant CSCs. There are some suggestions from the literature supporting the concept that dormancy in tumor cells that express stemness-associated genes can be acquired via senescence [72,73]. Future work will be required to dissect the biological and tumorigenic effects of this novel NCOR1-SOX2 regulatory axis during intestinal development and diseases.

## 5. Conclusions

Our study identified a novel role for NCOR1 in protecting CRC cells against the initiation of senescence and SASP. 

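CEACAM5, the carcinoembryonic antigen, rose at a log2 fold change of 3.88 (SE 0.29) in Caco-2/15 and 3.04 (SE 0.29) in HT-29. UCA1, a long noncoding RNA raised in urothelial cancer, rose at 3.95 (SE 0.22) and 1.30 (SE 0.28), and ITGB6, the β subunit of an integrin that activates TGF-β, at 3.64 (SE 0.26) and 1.04 (SE 0.09). The rise of ITGB6 was larger in Caco-2/15 (interaction adjusted p = 2.08e-05 from edgeR's quasi-likelihood test). Of the integrin genes, 13 of 19 measured members rose and 2 fell in Caco-2/15 (13 and 2 adjusted over the list alone), and 6 of 16 measured members rose and 3 fell in HT-29 (6 and 3). ITGA1, a collagen receptor, rose at 1.43 (SE 0.08) in Caco-2/15, and ITGAV, a receptor of vitronectin with 2 copies of TCCAAAT in its 3' UTR, fell at -1.21 (SE 0.11) in HT-29.
Of mesenchymal genes used to score an epithelial-mesenchymal transition, 15 of 23 measured members rose and 2 fell in Caco-2/15 (15 and 2 adjusted over the list alone), and 5 of 17 measured members rose and 3 fell in HT-29 (5 and 3). In Caco-2/15, ITGA5, the fibronectin receptor subunit, rose at 1.97 (SE 0.09) and S100A4, a calcium-binding protein of motile cells, at 1.49 (SE 0.08). In HT-29, COL1A1, a chain of type I collagen, rose at 1.95 (SE 0.16) and TGFBI, a matrix protein that TGF-β induces, fell at -1.18 (SE 0.10). The adjusted p with an estimated correlation from limma's camera in Caco-2/15 and HT-29 was 0.448 and 0.617 for the integrins and 0.351 and 0.802 for the mesenchymal genes. The gene values passed edgeR's quasi-likelihood test, with the largest adjusted p at 0.00904 for UCA1.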

Although depletion of NCOR1 drastically inhibited tumorigenic growth in these cells, a pro-metastasis signature was also observed based on transcriptomic analyses. Our observations highlight the complexity of targeting senescence as an overall tumor suppression strategy, but open up possibilities for future studies to manipulate NCOR1 at different disease stages in a program designed to treat colon tumorigenesis.

## Figures and Tables

**Figure 1:**
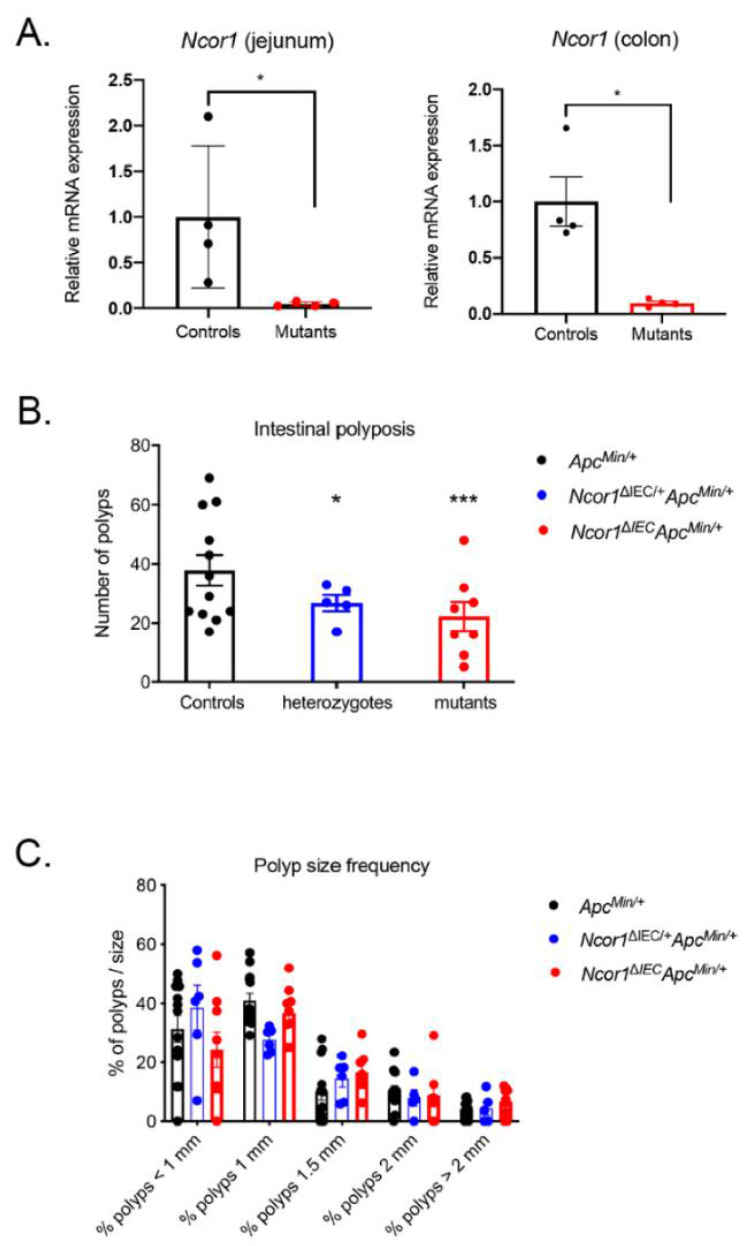
*Ncor1* epithelial deletion reduces polyposis in *Apc^Min/+^* mice. (**A**) Validation of the efficiency of *Ncor1* conditional intestinal deletion in mice by qRT-PCR analysis. *Ncor1* transcript expression was measured from the total RNA isolated from adult *Ncor1^ΔIEC^* and control mice (*n* = 4; means ± SEM). *Tbp* gene transcript levels were used as reference. Student’s *t*-tests were used to measure the significance of the results (* *p* < 0.05). Total polyp macrocount (**B**) and polyp size distribution (**C**) in the whole intestine of adult *Apc^Min/+^*; *Ncor1^ΔIEC^* (mutants, *n* = 9), *Apc^Min/+^; Ncor1^ΔIEC/+^* (heterozygotes, *n* = 6), and *Apc^Min/+^*; *Ncor1* (control, *n* = 13) littermate mice. Data are presented as means ± SEM. Two-way ANOVA tests coupled with the Grubbs test were performed to measure the significance of the results (* *p* < 0.05; *** *p* < 0.001).

**Figure 2:**
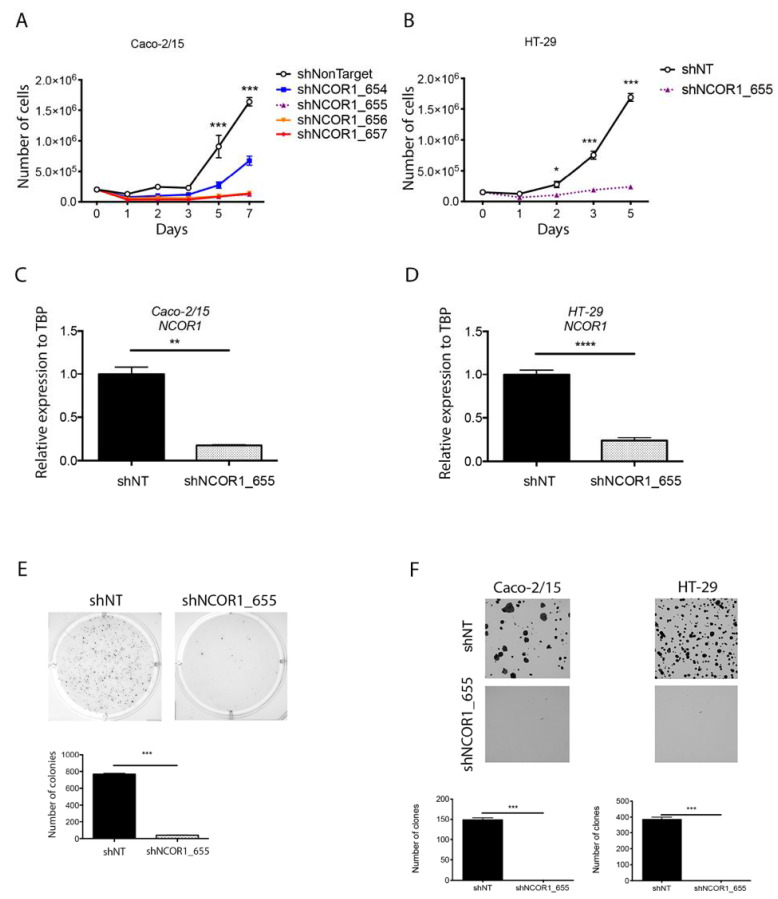
NCOR1 downregulation leads to slower proliferation with reduced tumorigenic potential of CRC cells ex vivo. (**A**) Validation of shRNAs directed against *NCOR1* by qRT-PCR analysis. *NCOR1* transcript expression was measured from total RNA isolated 7 days after infection from Caco-2/15 cells (*n* = 3; means ± SEM) and (**B**) HT-29 cells (*n* = 4; means ± SEM). TBP gene transcript levels were used as reference. Student’s *t*-tests were used to measure the significance of the results (* *p* < 0.05; *** *p* < 0.001). (**C**) Cell counts made 1, 2, 3, 5, and 7 days after seeding a fixed number of Caco-2/15 (** *p* < 0.01) and (**D**) HT-29 cells (*n* = 3; means ± SEM). Two-way ANOVA tests and a multiple comparison test by Bonferroni method were used to measure the significance of the results (**** *p* < 0.0001). (**E**) Photographs representative of an independent anchoring growth assay (soft agarose) in HT-29 cells. Image J software was used to count the number of colonies present in each of the conditions (*n* = 3; means ± SEM). Student’s *t*-test was used to measure significance (*** *p* < 0.001). (**F**) Clone formation assays performed in Caco-2/15 and HT-29 cells. Colonies were stained with crystal violet 14 days after seeding 1000 cells of each population. Image J software was used to count the number of clones present in each of the conditions (*n* = 3; means ± SEM). Student’s *t*-test was used to measure significance (*** *p* < 0.001).

**Figure 3:**
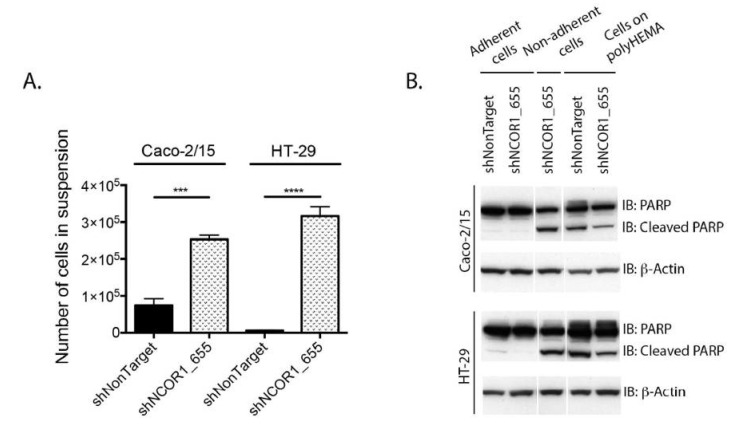
NCOR1 downregulation leads to reduced adhesion of CRC cells. (**A**) Total count of cells in suspension was done 16 h after seeding 1 × 10^6^ cells per condition (*n* = 3; means ± SEM). Student’s *t*-tests were used to measure the significance of the results (*** *p* < 0.001; **** *p* < 0.0001). (**B**) Immunoblots were performed to detect the complete and cleaved portions of PARP-1. Immunoblots were carried out with total protein extracts of Caco-2/15 and HT-29 cells obtained from plastic-adhered cells, cells in suspension (16 h after seeding), or cells that were seeded on petri dishes covered with polyHema (*n* = 3). The relative level of β-actin for each sample was assessed to control for protein loading.

**Figure 4:**
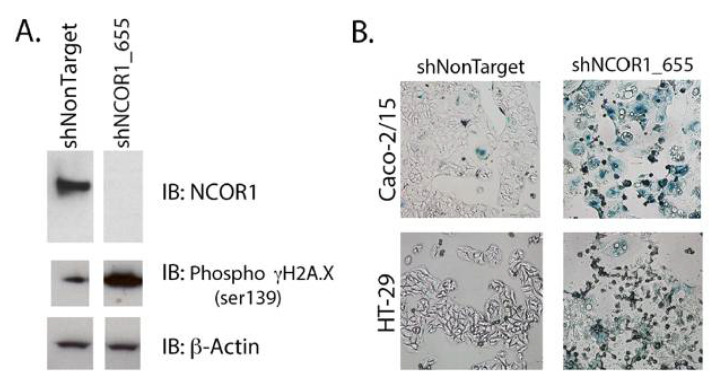
NCOR1 downregulation leads to cellular senescence in CRC cells. (**A**) Immunoblots were performed to detect NCOR1 protein and γH2A.X serine 139 phosphorylation. Total protein extracts from Caco-2/15 cells expressing a control shRNA (shNonTarget) or shNCOR1_655 (7 days after infection) were used (*n* = 3). The relative level of β-actin protein was monitored to control for protein loading. (**B**) SAβ-galactosidase staining was performed on Caco-2/15 (3.5 h) and HT-29 (8.5 h) cells expressing either shNonTarget or shNCOR1_655, 7 days after infection.

**Figure 5:**
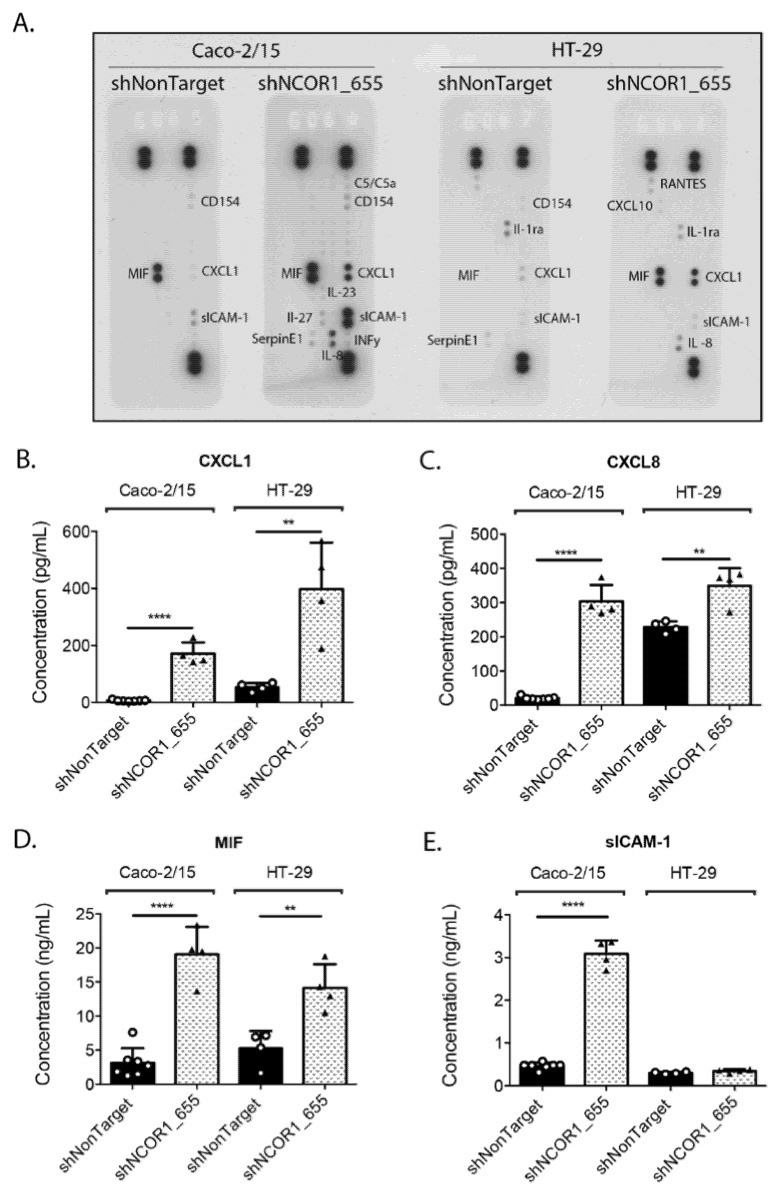
NCOR1 downregulation leads to a SASP in CRC cells. Caco-2/15 and HT-29 cells with integrated control shRNA (shNonTarget) or shNCOR1_655 were deprived of serum after 7 days of infection and the conditioned medium was then harvested after 48 h. Protein detection of cytokines and chemokines that had increased in SASP was visualized with the Human Cytokine Array Panel A kit (**A**). Specific ELISAs were used to quantify CXCL1 (**B**), CXCL8 (**C**), MIF (**D**), and sICAM-1 (**E**) (*n* = 3; means ± SEM). Student’s *t*-tests were used to measure the significance of the results (** *p* < 0.01; **** *p* < 0.0001).

**Figure 6:**
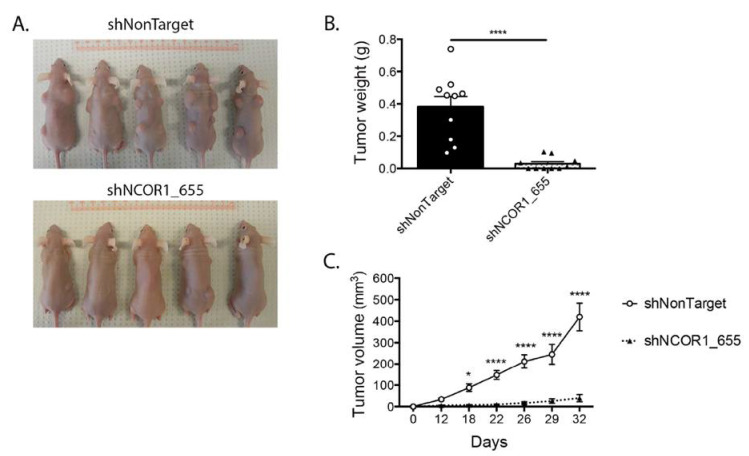
NCOR1 downregulation leads to a reduction of HT-29 tumorigenic cell growth in vivo. Xenografts were performed with female nu/nu mice aged between 4 to 6 weeks. (**A**) Representative photographs of mice 32 days after injection of HT-29 shNonTarget or shNCOR1_655 cells; 7 d after lentiviral infections, populations of viable cells were injected subcutaneously into the shoulder blades and hips of 5 animals per condition (1 × 10^6^ adhered cells per site resuspended in 0.1 mL DMEM, with four independent sites per mouse). (**B**) Tumor growth curves were established by measuring shoulder blade tumors lengthwise and widthwise using the formula (d2X D)/2 to calculate tumor volume. Two-way ANOVA tests and a multiple comparison test by Bonferroni’s method were used to measure the significance of the results (* *p* < 0.05; **** *p* < 0.0001). (**C**) Graph representing the mean weight of shoulder blade tumors at the time of sacrifice (*n* = 2 (2 × 5 mice per condition); means ± SEM). Student’s *t*-tests were used to measure the significance of the results (**** *p* < 0.0001).

**Figure 7:**
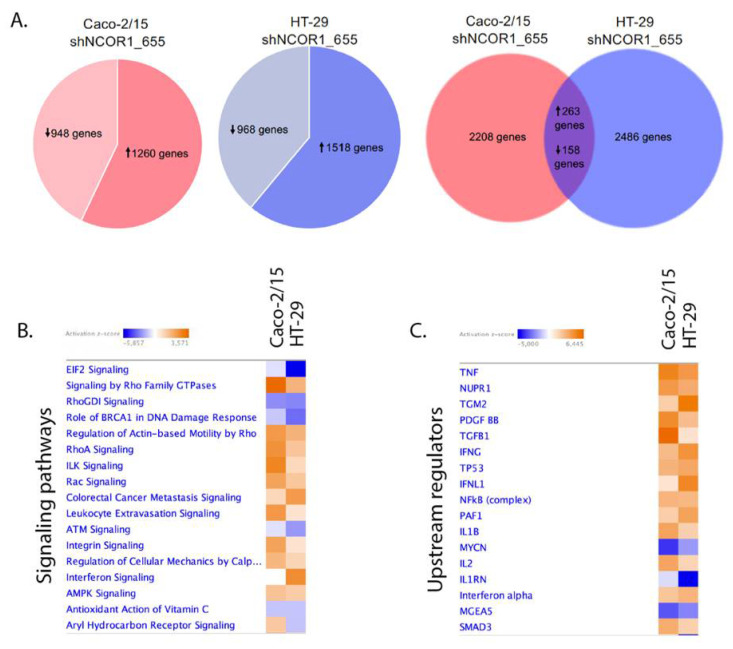
Comparative analysis of genes significantly modulated in Caco-2/15 and HT-29 cells depleted for NCOR1 expression. Total RNA from shNCOR1_655 and shNonTarget adherent cells was isolated 7 days after lentiviral infection and RNA-seq was performed. (**A**) A Venn diagram is used to display comparisons of gene transcript levels that were significantly modulated more than twofold (*p* < 0.05) between Caco-2/15 and HT-29 cells. IPA analysis showing altered signaling pathways (**B**) or upstream regulators (**C**) based on differentially expressed genes associated with the loss of NCOR1 expression in both Caco-2/15 and HT-29 cells. The color range indicates predicted activation state where a value of z-score ≥ 2 corresponds to a significant prediction of activation (orange), whereas a value ≤ −2 is associated with inhibition (blue).

**Figure 8:**
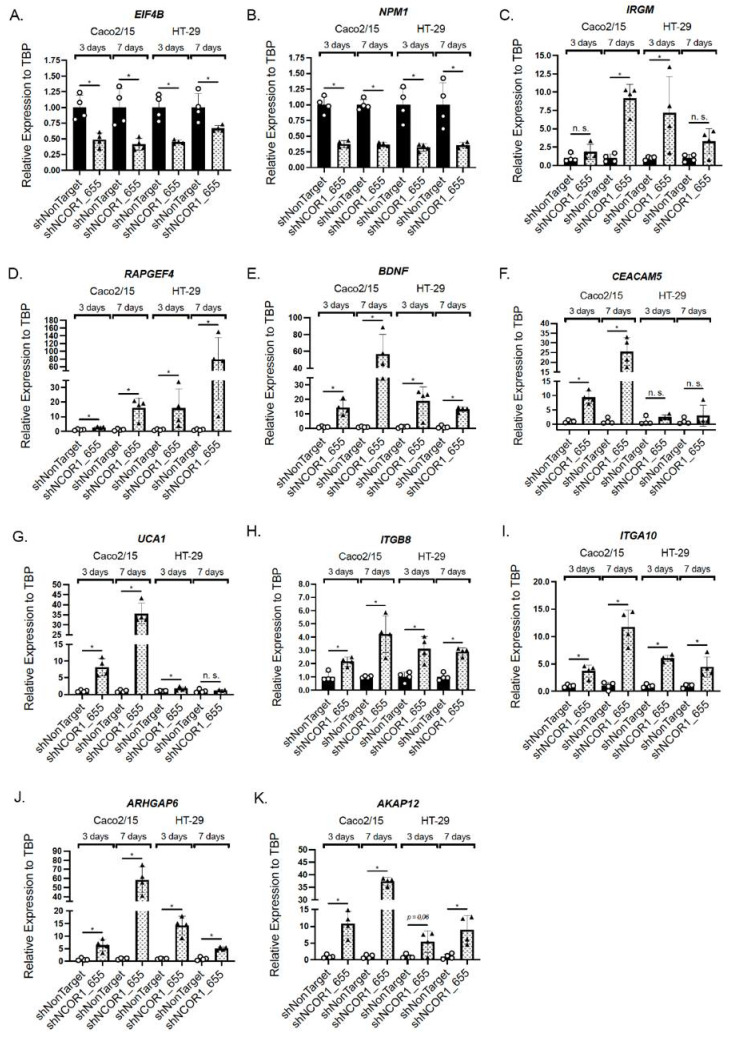
Confirmatory analysis of NCOR1 gene targets in CRC cells. Total RNA was isolated at 3 and 7 days following lentiviral infection of Caco-2/15 and HT-29 cells with shNonTarget or shNCOR1_655 constructs. *EIF4B* (**A**), *NPM1* (**B**), *IRGM* (**C**), *RAPGEF4* (**D**), *BDNF* (**E**), *CEACAM5* (**F**), *UCA1* (**G**), *ITGB8* (**H**), *ITGA10* (**I**), *ARHGAP6* (**J**), and *AKAP12* (**K**) expression values relative to *TBP* were measured by qRT-PCR (*n* = 3–4; means ± SEM). Student’s *t*-tests were used to measure the significance of the results (* *p* < 0.05).

**Figure 9:**
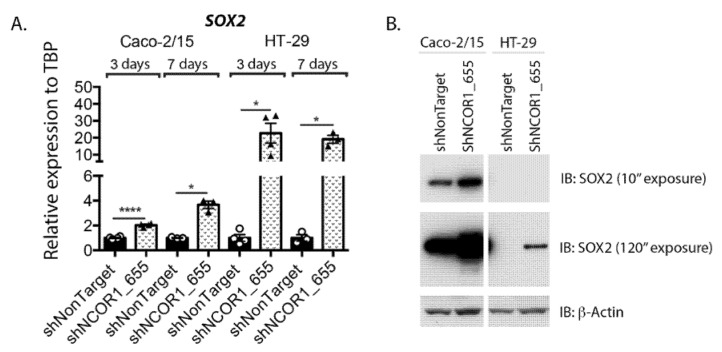
NCOR1 downregulation increases SOX2 expression in CRC cells. (**A**) Total RNA was isolated at 3 and 7 days following lentiviral infection of Caco-2/15 and HT-29 cells with shNonTarget or shNCOR1_655 constructs. *SOX2* expression relative to *TBP* was measured by qRT-PCR (*n* = 3–4; means ± SEM). Student’s *t*-tests were used to measure the significance of the results (* *p* < 0.05; **** *p* < 0.0001). (**B**) Immunoblots were performed to detect SOX2 protein expression. Total protein extract was isolated at 7 days following lentiviral infection of Caco-2/15 and HT-29 cells with shNonTarget, shNCOR1_655, or shNCOR1_656 constructs. The relative level of β-actin protein was monitored to control protein loading (*n* = 3).

**Table 1:** List of genes associated with cell senescence and significantly modulated (change ratio of >2; *p* < 0.05) in both Caco-2/15 and HT-29 cells depleted for NCOR1 expression.

Symbol	Gene Name	Caco-2/15		HT-29	
		shNCOR1_655		shNCOR1_655	
		Ratio	*p*-Value	Ratio	*p*-Value
BHLHE40	basic helix-loop-helix family, member e40	2.955	1.10 × 10^−46^	4.211	6.70 × 10^−10^
BMP7	bone morphogenetic protein 7	−2.123	1.20 × 10^−24^	−1.134	1.00 × 10^+00^
BTG3	BTG family, member 3	2.097	4.20 × 10^−23^	1.119	5.20 × 10^−01^
CDK6	cyclin-dependent kinase 6	2.563	2.90 × 10^−40^	4.179	9.10 × 10^−23^
CDKN1A	cyclin-dependent kinase inhibitor 1A (p21, Cip1)	3.394	2.90 × 10^−41^	1.485	5.60 × 10^−01^
CDKN1C	cyclin-dependent kinase inhibitor 1C (p57, Kip2)	−9.363	2.20 × 10^−11^	−1.297	6.00 × 10^−01^
CDKN2B	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	2.032	6.00 × 10^−04^	3.138	1.80 × 10^−02^
CDKN2D	cyclin-dependent kinase inhibitor 2D (p19, inhibits CDK4)	2.521	7.80 × 10^−04^	1.397	2.90 × 10^−02^
EREG	epiregulin	3.961	3.00 × 10^−51^	2.328	9.70 × 10^−02^
IFI16	interferon, gamma-inducible protein 16	3.758	5.50 × 10^−04^	2.495	1.10 × 10^−02^
JUNB	jun B proto-oncogene	2.21	1.20 × 10^−20^	1.258	5.10 × 10^−01^
NPM1	nucleophosmin (nucleolar phosphoprotein B23, numatrin)	−2.417	2.10 × 10^−36^	−3.308	1.90 × 10^−18^
RB1	retinoblastoma 1	−3.057	1.20 × 10^−50^	−4.202	1.90 × 10^−25^
SKP1	S-phase kinase-associated protein 1	−3.078	6.40 × 10^−56^	−3.156	6.30 × 10^−17^
SOX2	SRY (sex determining region Y)-box 2	2.39	5.80 × 10^−06^	20.563	1.30 × 10^−10^
TERT	telomerase reverse transcriptase	−3.143	2.50 × 10^−04^	−2.942	2.90 × 10^−02^
TGFBR1	transforming growth factor, beta receptor 1	−2.844	1.10 × 10^−44^	−4.356	2.70 × 10^−23^
TM4SF1	transmembrane 4 L six family member 1	2.646	2.30 × 10^−06^	2.152	8.00 × 10^−09^
TP73	tumor protein p73	−4.031	2.30 × 10^−24^	−4.646	5.20 × 10^−08^
VCAN	versican	9.747	3.70 × 10^−15^	2.944	3.60 × 10^−02^

**Table 2:** List of genes associated with SASP and significantly modulated (change ratio of >2; *p* < 0.05) in both Caco-2/15 and HT-29 cells depleted for NCOR1 expression.

Symbol	Gene Name	Caco-2/15		HT-29	
		shNCOR1_655		shNCOR1_655	
		Ratio	*p*-Value	Ratio	*p*-Value
CSF1	colony stimulating factor 1 (macrophage)	3.42	6.70 × 10^−11^	7.301	2.40 × 10^−43^
CXCL1 (GRO-a)	chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha)	2.576	1.00 × 10^−04^	8.168	3.90 × 10^−14^
CXCL2 (GRO-b)	chemokine (C-X-C motif) ligand 2	2.385	8.10 × 10^−08^	2.774	2.70 × 10^−02^
CXCL3	chemokine (C-X-C motif) ligand 3	4.124	3.10 × 10^−05^	3.88	7.20 × 10^−05^
CXCL5	chemokine (C-X-C motif) ligand 5	26.337	7.40 × 10^−04^	15.095	6.50 × 10^−02^
EREG	epiregulin	3.961	3.00 × 10^−51^	2.328	9.70 × 10^−02^
FASLG	Fas ligand (TNF superfamily, member 6)	36.277	2.80 × 10^−02^	1.012	1.00 × 10^+00^
FN1	fibronectin 1	2.418	7.80 × 10^−13^	1.421	8.20 × 10^−01^
ICAM1	intercellular adhesion molecule 1	2.299	2.10 × 10^−16^	3.304	2.60 × 10^−10^
ICAM3	intercellular adhesion molecule 3	−2.218	6.20 × 10^−14^	−3.247	1.20 × 10^−08^
IGFL2	IGF-like family member 2	4.942	4.00 × 10^−19^	4.554	2.00 × 10^−07^
IL15	interleukin 15	5.476	7.80 × 10^−10^	2.072	1.40 × 10^−06^
ITPKA	inositol-trisphosphate 3-kinase A	−3.24	1.90 × 10^−20^	−4.127	3.30 × 10^−01^
MMP13	matrix metallopeptidase 13 (collagenase 3)	14.065	9.60 × 10^−04^	5.692	7.80 × 10^−05^
MMP14	matrix metallopeptidase 14 (membrane-inserted)	2.858	1.00 × 10^−26^	1.999	2.80 × 10^−02^
TIMP1	TIMP metallopeptidase inhibitor 1	2.186	3.90 × 10^−02^	1.861	5.00 × 10^−06^

## Data Availability

RNA-seq data were deposited in the Gene Expression Omnibus database (GSE174204).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13174414/s1, Table S1: List of genes significantly modulated by at least 2-fold in Caco-2/15 shNCOR1_655 cells; Table S2: List of genes significantly modulated by at least 2-fold in HT-29 shNCOR1_655 cells; Table S3: Common genes significantly altered in both Caco-2/15 and HT-29 shNCOR1_655 cells. Figure S1: Uncropped Western blot images.

# Supplementary material for: NCOR1 Sustains Colorectal Cancer Cell Growth and Protects against Cellular Senescence
**Source:** Cancers (Basel). 2021 Sep 1;13(17):4414. doi: 10.3390/cancers13174414

Figure 4a.

NCOR1

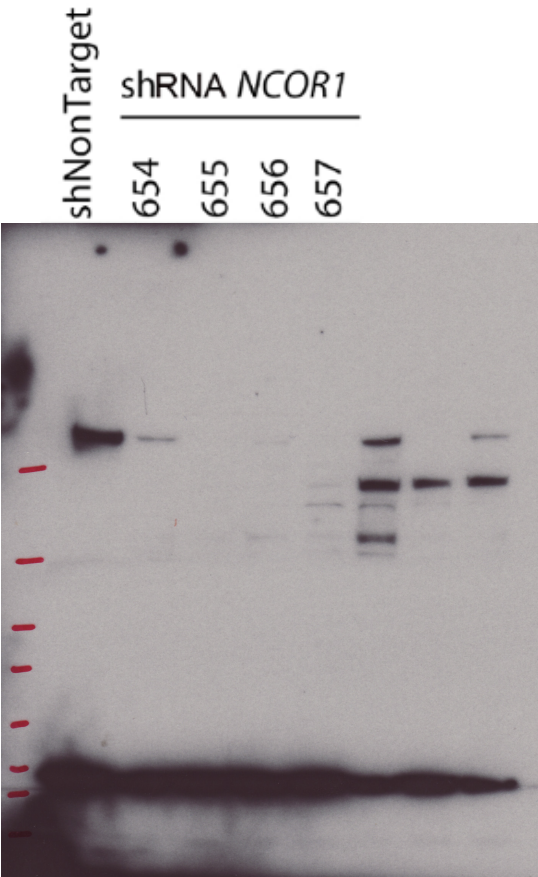

Beta-actin

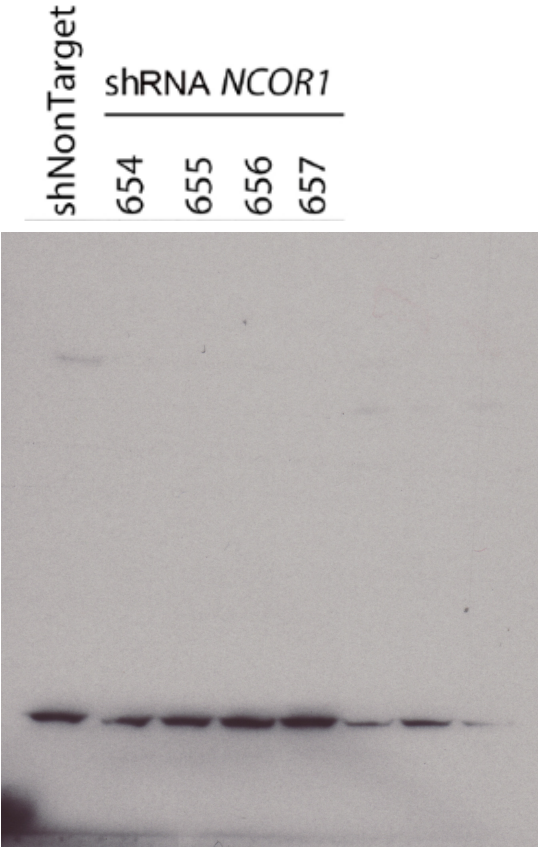

Figure 4a.

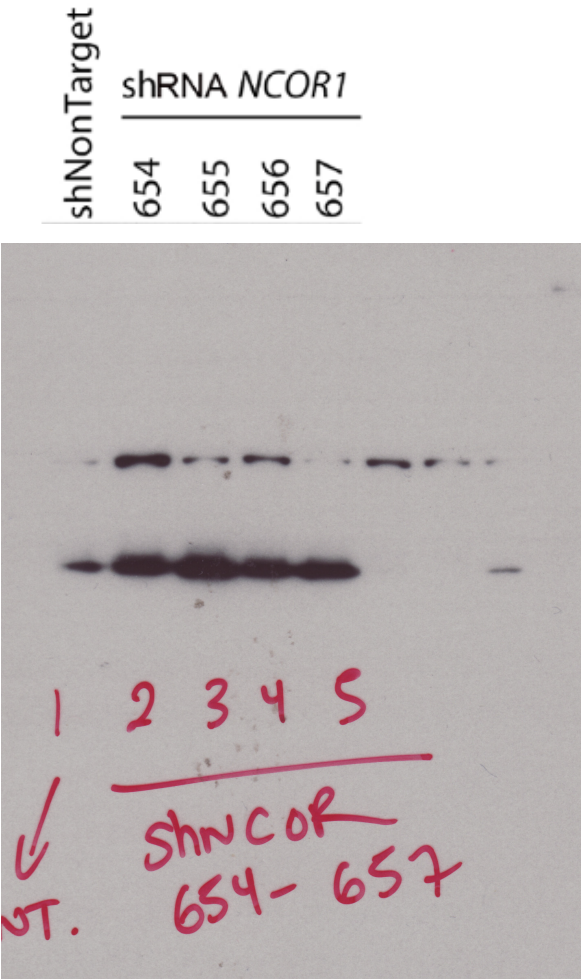

Figure 9b.

Sox2

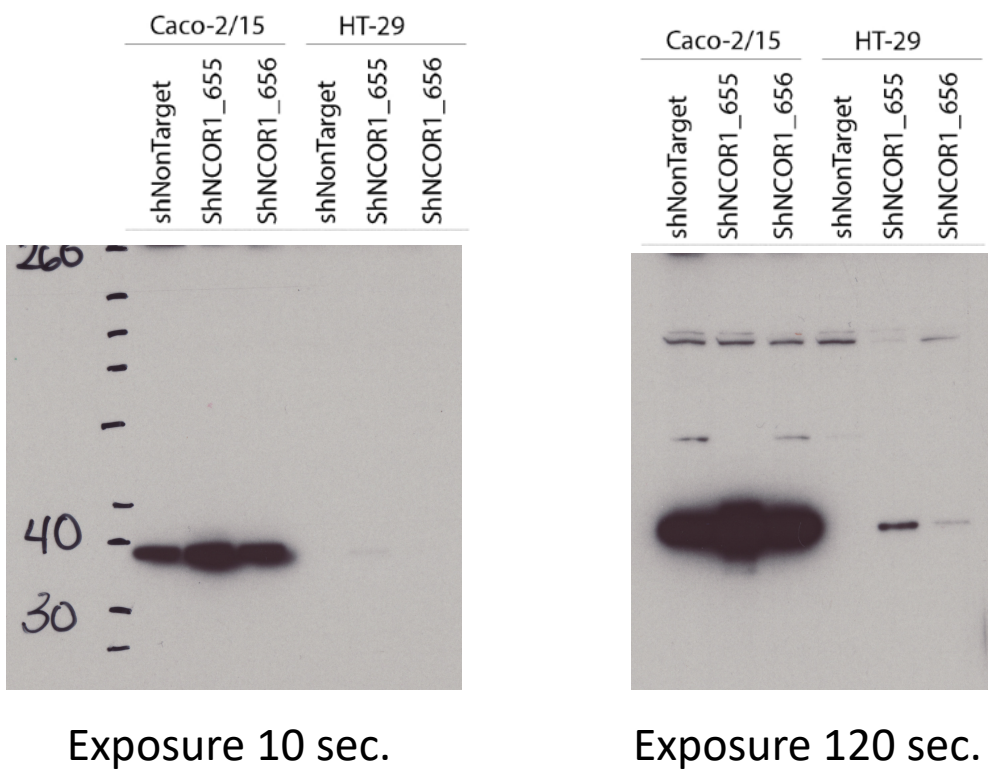

Beta-actin

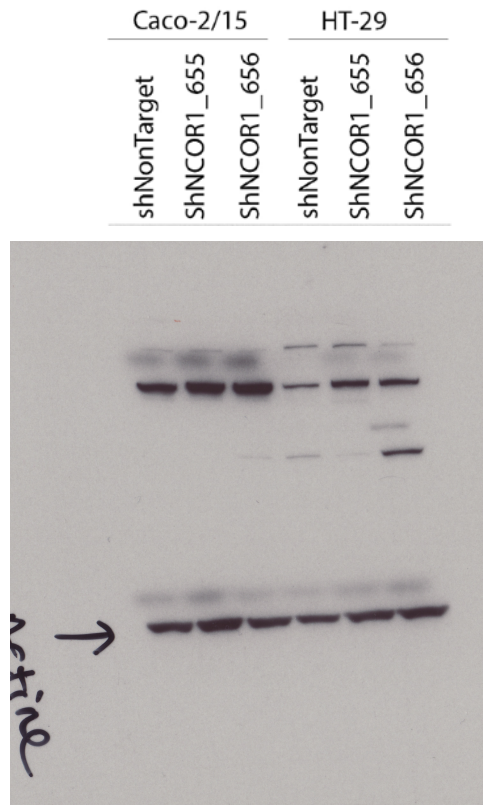

Figure 3b.

Adherent cells			Non-adherent cells		Cells on polyHEMA		
shNonTarget	shNCOR1_655	shNCOR1_656	shNCOR1_655	shNCOR1_656	shNonTarget	shNCOR1_655	shNCOR1_656

PARP
Caco-2/15

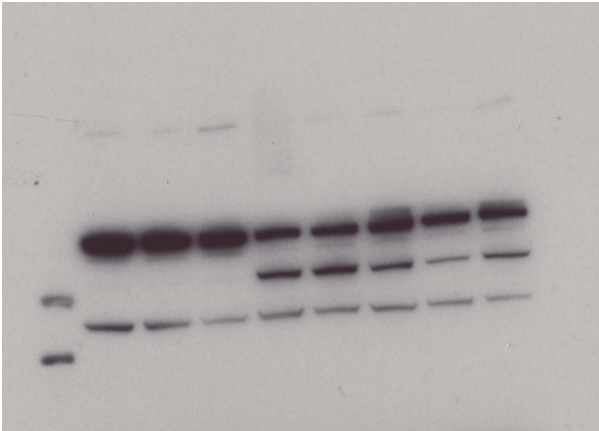

Adherent cells			Non-adherent cells		Cells on polyHEMA		
shNonTarget	shNCOR1_655	shNCOR1_656	shNCOR1_655	shNCOR1_656	shNonTarget	shNCOR1_655	shNCOR1_656

Beta-actin
Caco-2/15

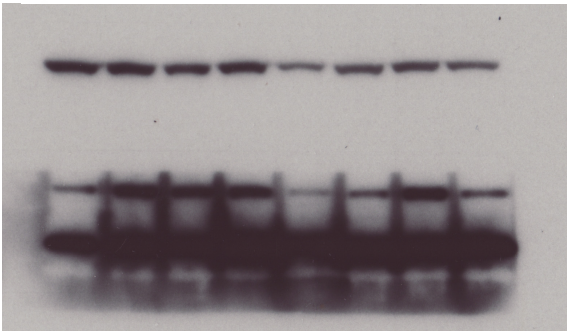

Figure 3b.

PARP
HT-29

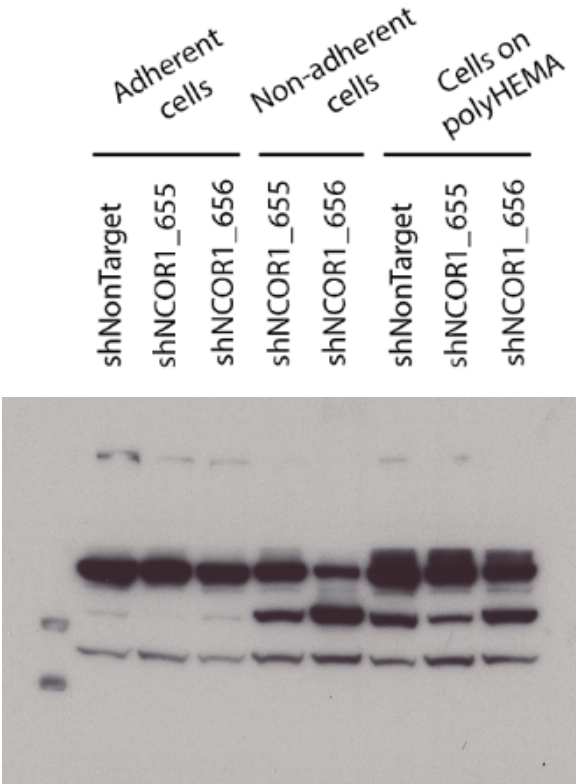

Beta-actin
HT-29

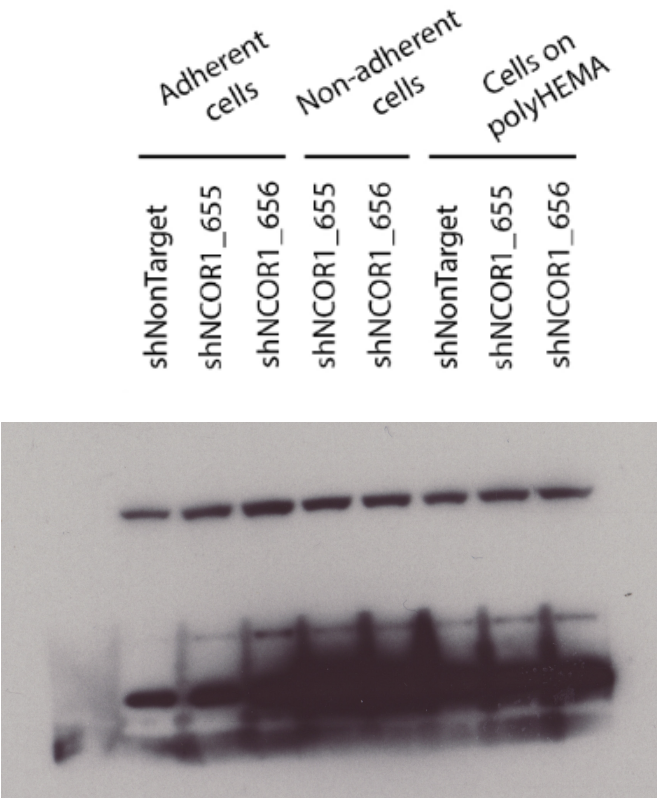

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

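RNA sequencing of adhered Caco-2/15 and HT-29 cells, 7 d after lentiviral infection by the legend of Fig. 7, was analysed for 12 libraries: 3 with shNonTarget and 3 with shNCOR1_655 in each line. The methods of the paper give 7 d of selection with 10 µg/mL of puromycin, 250 ng of RNA, poly(A) selection and strand-specific paired-end libraries. For each line the authors deposited 1 table with raw reads per gene and library, their normalized values and the results of their DESeq and edgeR tests. Demultiplexing used bcl2fastq 2.20 and alignment STAR 2.4.0f1, while the genome build, the annotation and the read counter are not given in the sources used here. The counts used are the authors' raw reads per gene, not normalized, as deposited. The log2 fold changes in the tables were computed by the authors with a tool that is not stated and were used only with the authors' p-values, as an alternative; the 12 columns of normalized values were not. The tables list 20540 genes for Caco-2/15 and 19978 for HT-29, each with at least 10 reads over the 6 libraries of its line. The other experiments of the paper, among them quantitative PCR, immunoblots, secretion assays and mice, were not analysed here.

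Reads were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. In each line alone, genes were kept by filterByExpr, scaled by TMM factors, fitted with glmQLFit and tested with glmQLFTest. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a fold of at least 2. Genes called in both lines were counted among the 14322 tested in both, with Fisher's exact test in each direction. The difference between the lines was the interaction in one fit over 16420 genes and 4 groups, and 4645 genes passed it, 2322 higher and 2323 lower in HT-29 than in Caco-2/15. Median log2 fold changes of all genes were -0.0025 in Caco-2/15 and -0.0168 in HT-29 with TMM, and 0.0257 and 0.0725 with upper quartile factors.

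The 42 gene lists hold 4 to 80 genes. They cover Tables 1 and 2, Figs. 5, 8 and 9, SASP and senescence factors chosen apart from those tables, the NCOR complex, ribosomal proteins, translation initiation, ribosome biogenesis, AMPK, integrins, EMT, epithelial junctions, interferon, NF-κB, TGF-β, p53, DNA replication, mitosis, homologous recombination, histones, WNT, enterocyte, secretory and squamous markers, fibroblast, endothelial and immune markers, targets of retinoid, thyroid, PPAR, LXR and vitamin D receptors, AP-1, sterol synthesis, oxidative phosphorylation, mitochondrially encoded genes, the unfolded protein response, lysosome, hypoxia and glycolysis, and apoptosis; 2 further lists and 1 gene are not reported here. The lists were tested with camera at a preset correlation of 0.01 over 84 tests, with an estimated correlation and fry as alternatives. The genes named are the 10 higher and 10 lower called genes with the largest change in each line that have a symbol other than a clone name, a mean of at least 50 reads in the higher group and no overlap between the groups; the genes the paper names; up to 4 members of each list with the smallest adjusted p; and the NCOR complex. Values in the paper's tables had been seen when these were chosen.

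Gene IDs were matched to GENCODE v29 on GRCh38, which holds 21146 of the 22344 IDs. Words of 7 bases were counted in the longest annotated 3' UTR of 14034 genes and tested with an exact test within 10 strata of UTR length, over 16384 words. A gene with no annotated 3' UTR counts as not searched.

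The replicate numbers of the columns were checked for pairing on 9867 genes in Caco-2/15 and 9921 in HT-29. Deviations from the group means of libraries with the same number correlated at 0.567, 0.623 and 0.531 in Caco-2/15 and at 0.514, 0.567 and 0.726 in HT-29, and those with different numbers at -0.693 to 0.165. Each same-number correlation is over 0.1, so the numbers were taken to pair the samples; nothing in the labels or the paper says what a number marks. The main fits leave this pairing out, so deviations that a pair shares count as spread within a group in their p-values. A fit with the number as a block was among the alternatives, along with RLE and upper quartile factors, DESeq2, other filters and thresholds, the authors' p-values, 1 fit for both lines and each library left out in turn. HT-29 shNonTarget library 4 had a Spearman correlation of 0.984 to 0.985 with the others of its group, while other pairs within a group had 0.988 to 0.992. Its deviations correlated at 0.726 with those of HT-29 shNCOR1_655 library 4. Leaving out shNonTarget library 4 alone therefore keeps a shared deviation in the knockdown group.

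The procedure was tested on simulated counts with the spread of each line. In Caco-2/15, 60.6% of genes changed 1.5-fold, 89.6% of those changed 2-fold and 96.8% of those changed 4-fold passed the adjusted p, against 13 of 15782 unchanged genes. In HT-29 the shares were 8.96%, 67.2% and 98.4%, against 17 of 15400. Because the fitted fold of a gene changed 2-fold falls on either side of the minimum, 55.2% of these genes were called in Caco-2/15 and 47.8% in HT-29. Camera called 0 of 42 random lists in each line at an adjusted p under 0.05, and a planted list passed with both the preset and the estimated correlation (adjusted p = 4.40e-04 and 0.00241 with the estimated one). The simulated genes were drawn independently of each other. These list results therefore cannot show how camera behaves with either correlation where the genes of a list move together. Of 200 genes changed in HT-29 alone, 122 passed the interaction. Random sets of genes gave 0 words in the 3' UTR search in 5 of 5 sets, and a planted word ranked first in 3 of 3.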

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

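Tests chosen only after the results were seen are that of 3' UTR length and base composition, that of untailed RNAs with their own promoters, and the counts over other splits for genes called in each line, genes called in both, genes past the interaction and words.

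The word TCCAAAT, which the paper does not discuss, was in the 3' UTR of 76 of 175 genes lower in both lines, against 29.8 for genes of like UTR length. By p it had rank 3 in all genes lower in Caco-2/15 and rank 1 in those lower in HT-29; in genes lower in 1 line only it did not pass in Caco-2/15 (62 against 43.2, adjusted p = 0.110, rank 97) and passed in HT-29 (129 against 74.2, adjusted p = 1.05e-08). Length or base composition is argued against by a contrast at the same length and GC content. Genes with the word lay -0.1956 (SE 0.0196) from genes without it in Caco-2/15 and -0.2077 (SE 0.0228) in HT-29. The word was picked for its rank on these same data, so this contrast is not independent of that choice. None of the other orderings of its bases was as enriched in the exact test. That choice all but set this outcome, so it adds no support. Genes higher in Caco-2/15, searched as a planned control, gave 45 words past an adjusted p under 0.05, against 29 in genes lower there. In HT-29 it was 3 against 16, and in both lines 0 against 8. The number of words in Caco-2/15 is therefore not particular to genes that fell. TCCAAAT itself was not enriched among genes higher in Caco-2/15 (117 against 130 for like UTR length) or in HT-29 (141 against 154). An effect of the single shRNA through its seed is a candidate explanation, since genes with 2 or more copies lay a further -0.1304 (SE 0.0462) and -0.124 (SE 0.0536) below genes with 1 copy, and the NCOR1 transcript holds GTCCAAAT once in exon 6 of 46, as do 105 of 786 genes of like transcript length. The shRNA sequence was not used, no other shRNA was sequenced, and an endogenous small RNA with this seed was not tested, so a biological explanation remains open. Splits of 6 libraries are too few for a share under 0.05, with 29 words in Caco-2/15 and 16 in HT-29 against 0 words in each of the others (1 of 10 splits each), a value that follows from the 0 genes they call and not from a search.

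Ribosomal proteins differed between the lines by the interaction test, with 60 of 79 members past it, and 70 of 79 were lower in HT-29 with a median log2 fold change of -0.71. Gene length bias is argued against, since 79 other genes matched on transcript length (median 684 against 683 bases) and level (525 CPM in both) had a median of -0.1018 (SE 0.0646). HT-29 shNonTarget library 4 is argued against as the cause, since the median was -0.7445 without it and -0.7913 to -0.6129 over the 6 omissions. A biological difference between the lines stays open as a hypothesis, found and tested on the same data, and the list's adjusted p for the difference was 7.14e-19 with the preset and 0.645 with an estimated correlation.

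Histone genes differed between the lines with 29 of 39 members past the interaction test, and in HT-29 32 of 35 rose (median 2.43), among them HIST1H3H at 3.55 (SE 0.21). A single library that stands apart is argued against, since the lowest median over the 6 omissions was 2.3425. More RNA without a poly(A) tail in poly(A)-selected libraries stays open. The 60 other RNAs made without a tail had a median of -0.263 (SE 0.0711), which met the bound set beforehand against this explanation. That bound was not relied on, since most of these RNAs lie in introns and may follow their host genes, or have counts near the floor. Whether they follow their host genes was not tested. Among the 9 of them with their own promoters the median was 0.2322 (SE 1.02). RNU6-1 rose at 2.46 (adjusted p = 0.00662 from edgeR), RMRP at 2.32, SNORD3A at 2.12 and RN7SK at 2.08 did not pass (adjusted p = 0.179, 0.105 and 0.0709), and RN7SL1, the most abundant at 49.1 CPM in shNonTarget and 44.3 in shNCOR1_655, was at -0.15 (SE 0.225) and U1 at -0.61 (adjusted p = 0.621 and 0.102), so these RNAs are too few and too divided to decide. A biological rise of histone transcripts may apply as well and was not tested apart from it; the adjusted p for the difference between lines was 6.07e-17 with the preset and 0.0640 with an estimated correlation.

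Ribosome biogenesis genes had 30 of 45 members past the interaction test, with 42 lower in HT-29 and 30 in Caco-2/15. LXR target genes had 6 of 10 members past it, with ABCA1, a cholesterol exporter, at 3.64 (SE 0.34) in HT-29. Secretory cell markers had 7 of 11 members past it, with 7 higher and 3 lower of 11 measured in Caco-2/15 and 3 higher and 8 lower of 14 measured in HT-29. With an estimated correlation the adjusted p for the difference was 0.645, 0.645 and 0.0640 for these 3 lists.

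Of regroupings of the libraries within each line, 16 part all same-number pairs in both lines, as the real one does, too few for a share under 0.05. Over these, 536 genes called in both lines stand against a highest other of 0, which follows from the 0 genes of each line alone, and 4645 genes past the interaction against a highest other of 1500 (1434 over 40 other regroupings). The regroupings with 1500 and 1434 keep the real grouping of HT-29 and so hold its knockdown effect. Those that keep the real grouping of neither line gave 0 genes past the interaction. For genes called in 1 line, the splits are too few for a share under 0.05, with 2075 in Caco-2/15 and 2523 in HT-29 against a highest other of 0 in each, both over the splits that part all 3 same-number pairs, as the real one does, and over those that part 1 pair. For gene lists the splits are also too few, with 20 in each line against a highest other of 17 in Caco-2/15 and 19 in HT-29 (17 and 16 over the splits that part all pairs). Unlike the genes, the other splits called 5 to 17 lists in Caco-2/15 and 10 to 19 in HT-29. The number of lists that camera calls at the preset does not by itself mark the real grouping.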

How the results depend on the processing

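Tests chosen after the results were seen are gene lists without each library or with upper quartile factors, and words with DESeq2 or without each library. Genes called stayed within 1.5 times the main count under every alternative (Caco-2/15 1488 to 2591, HT-29 1888 to 2944, both lines 392 to 672, interaction 3697 to 6938) except with no fold minimum (8807, 7206 and 3606). Leaving out 1 library gave 2028 to 2306, 2332 to 2840, 504 to 584 and 3697 to 5411. Lists called numbered 0 with an estimated correlation, 60 with fry and 39 to 42 otherwise. Leaving out 1 library ended the preset call of AP-1 (without shNonTarget 2 or 3) and of squamous (adjusted p 0.0562 without shNCOR1_655 3) and fibroblast, endothelial and immune markers (0.0564 without shNonTarget 4) in HT-29 and of NF-κB in Caco-2/15 (0.0533 without shNCOR1_655 3), and called apoptosis in HT-29 (0.0115 without shNonTarget 4) and p53 (0.0466 without shNCOR1_655 3), the NCOR complex (0.0377 without shNCOR1_655 4 and 0.0306 without shNonTarget 3) and interferon (0.0371 without shNonTarget 3) in Caco-2/15. The replicate block gave 2092, 2690 and 569 genes, reversed the direction of Table 1 in HT-29 (adjusted p 0.869), called in HT-29 CDKN1A, CDKN2B, CXCL2, EREG, IFI16, JUNB, MIF, SMAD3, GPS2, KDM4A, TBL1XR1, MT-ATP6 and MT-CYB and in Caco-2/15 MT-CO2, MT-CO3 and MT-CYB, and changed no other call reported here. Words in genes lower in Caco-2/15 (29) numbered 107 with 6 bases, 5 with 8 bases, 8 in genes lower in both lines and 26 to 77 without 1 library (77 without shNCOR1_655 3, 61 without shNonTarget 2, 51 without shNonTarget 4); in HT-29 (16) they numbered 8 in genes lower in both lines and 12 to 25 (25 without shNonTarget 3).

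Of 385 named gene results past the threshold, 4562 alternatives left 4492 on the same side, 70 not past it and 0 reversed. Of 503 alternatives for 42 results not past it, 42 passed and 15 reversed. Reversed were HDAC1 in Caco-2/15 with no filter (-0.0132), HDAC3 in Caco-2/15 with upper quartile factors (0.0204) or 10 counts in every library (0.001) and HDAC3 in HT-29 with upper quartile factors (0.0012). Leaving out 1 library gave FASN in HT-29 -0.0854 (without shNonTarget 4) to 0.2888, FN1 -0.9345 (without shNCOR1_655 2) to 1.0344, HDAC4 -0.0571 to 0.083, RELA -0.0229 to 0.2129 and TBL1X -0.3039 to 0.0427, and in Caco-2/15 HDAC1 -0.0358 to 0.0271 and HDAC3 -0.0473 to 0.0279. The cause was not tested. NCOR1 passed in 12 of 12 alternatives in each line (-2.12 to -1.98 and -2.92 to -2.63). At this depth the filter leaves genes of few reads, such as FASLG, untested. Alternatives for tables without a value per sample did not apply.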

Differences from the paper's values

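Every setting named here was fixed before the data were examined, but 1 fit for both lines and the authors' p-values were fixed for counts of genes, and applying them to single genes, and leaving out a library for a gene list, were chosen after the results were seen. By the criteria used, no compared value of the paper differs: 33 of 33 fold changes of its tables in Caco-2/15 and 32 of 32 in HT-29 have the same sign and lie within the rule, and its counts lie within 1.5 times those found here. The fold changes were computed from the authors' own raw reads, so this match is not independent. The paper's quantitative PCR of NCOR1 was not compared, and puts the fall in Caco-2/15 deeper than the RNA-seq does here. Under alternatives, genes changed in both lines exceeded the paper's count by that rule at 641 with no filter, 672 with 1 fit for both lines and 3606 with no fold minimum. FN1 in HT-29 without shNCOR1_655 library 2 and ITPKA in HT-29 without shNonTarget library 4 differed from the paper's ratio. Of 420 genes in the file of Table S3, which the text counts as 421, 389 were tested in both lines and 375 were called in both here, with 12 called in Caco-2/15 only and 21 in HT-29 only.

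The paper states that the AMPK pathway is upregulated; of its list here, 8 rose and 12 fell in Caco-2/15, while 9 rose and 5 fell in HT-29 (10 and 9 without shNonTarget library 4). It reports that EIF2 signaling was predicted to be lowered in both lines; in Caco-2/15, 12 initiation factors rose and 8 fell, 2 ribosomal proteins rose and 9 fell, and EIF4B and NPM1 fell, while HT-29 had 26 initiation factors and 70 ribosomal proteins lower.

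The paper states that each of CXCL1, CXCL2, CXCL3, CXCL4, CXCL5, CXCL8 and MMP13 rose and points to Table 2, which does not hold CXCL4 or CXCL8. CXCL1, CXCL3 and CXCL8 rose in both lines. CXCL2 in HT-29 was 2.83-fold higher (adjusted p = 0.0751 from edgeR) and passed with the replicate block (1.75), without shNonTarget library 4 (2.60), with 1 fit for both lines (1.57) and with the authors' DESeq and edgeR p-values, and under no other setting run. CXCL5 in HT-29 and MMP13 in Caco-2/15 were too low for the filter and were called with no filter; with 1 fit for both lines CXCL5 passed (4.00, adjusted p = 0.0292) and MMP13 did not (3.83, adjusted p = 0.105), and PF4, the gene of CXCL4, is not listed for Caco-2/15.

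The main fit leaves out the pairing of libraries by number. Of the table genes the paper gives as past its p, CDKN2B and IFI16 in HT-29 did not pass in it (adjusted p = 0.0658 and 0.0713 from edgeR). Both passed with upper quartile factors (1.79 and 1.45), the replicate block (2.05 and 1.66), without shNonTarget library 4 (2.89 and 2.32), with 1 fit for both lines (1.75 and 1.41) and with the authors' DESeq and edgeR p-values. Neither passed with DESeq2 (adjusted p = 0.0671 and 0.0900), RLE factors, no filter, 10 counts in every library, a test against a 1.5-fold change, or without any of the 5 other libraries. FASLG in Caco-2/15, with 0 reads in shNonTarget and 13 in shNCOR1_655, was too low for the filter and was called with no filter. ITPKA in HT-29 passed here at -2.02 (SE 0.65) (adjusted p = 0.0414 from edgeR), where the paper's p is 0.33, and it did not pass without shNCOR1_655 library 2 (-1.80), 3 (-2.03) or 4 (-2.27) and was -0.81 without shNonTarget library 4.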

Other observations

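Chosen only after the results were seen are the tests of gene lists with upper quartile factors or without a library. Counts in parentheses after a list's counts are adjusted over the list alone. Of 48 DNA replication genes, 2 rose and 31 fell in Caco-2/15 (2 and 31), and 29 fell in HT-29 with 19 not past the test (31 adjusted over the list alone), or 1 rose and 42 fell without shNonTarget library 4. MCM6, a subunit of the replicative helicase, stood at -1.05 (SE 0.06) in Caco-2/15 and POLD2, a subunit of DNA polymerase δ, at -1.02 (SE 0.08) in HT-29. Of 60 mitosis genes, 4 rose and 39 fell in Caco-2/15 (4 and 41) and 1 rose and 37 fell in HT-29 (1 and 40), with the kinetochore protein NUF2 at -0.89 (SE 0.08) in Caco-2/15 and the transcription factor E2F8 at -1.68 (SE 0.15) in HT-29. Of 49 genes of homologous recombination and the ATM and Fanconi pathways, 3 rose and 22 fell in Caco-2/15 (3 and 22) and 1 rose and 22 fell in HT-29 (1 and 22), or 2 and 30 without shNonTarget library 4, with BRCA1 at -0.84 (SE 0.06) and -1.38 (SE 0.10). The adjusted p with an estimated correlation in Caco-2/15 and HT-29 was 0.610 and 0.617, 0.660 and 0.660, and 0.351 and 0.649 for these 3 lists.

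Of 43 lysosome genes, 34 rose and 4 fell in Caco-2/15 (34 and 5) and 25 rose and 2 fell in HT-29 (26 and 2), with the cathepsins CTSZ at 1.10 (SE 0.06) in Caco-2/15 and CTSS at 1.44 (SE 0.09) in HT-29 (adjusted p = 0.389 and 0.610 with an estimated correlation). Of the unfolded protein response, 22 of 29 measured members rose and 1 fell in Caco-2/15 (23 and 2) and 2 of 30 measured members rose and 3 fell in HT-29 (2 and 3), or 8 and 4 without shNonTarget library 4, where the median turns positive (adjusted p = 0.589 and 0.909), with the chaperone HSPA5 at 0.67 (SE 0.06) in Caco-2/15. Of 76 genes of oxidative phosphorylation, 1 rose and 51 fell in Caco-2/15 (1 and 51) and 1 rose and 24 fell in HT-29 (1 and 24), or 1 and 42 without that library (adjusted p = 0.660 and 0.754), with COX7A2L at -0.90 (SE 0.07) and -1.21 (SE 0.15). Of 12 mitochondrially encoded genes, 1 fell in Caco-2/15 (1) and 2 in HT-29 (1), and in HT-29 the median and the test differed in sign (adjusted p = 0.930 and 0.909). Of 24 sterol synthesis genes, 10 rose and 2 fell in Caco-2/15 (9 and 2) and 3 rose and 1 fell in HT-29 (3 and 1), or 3 and 4 without shNonTarget library 4 (adjusted p = 0.784 and 0.806).

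Among enterocyte genes, 4 of 24 measured members rose and 12 fell in Caco-2/15 (5 and 13), with APOA1 at -1.75 (SE 0.07), and 4 of 14 measured members rose and 6 fell in HT-29 (4 and 6), with FABP1, a fatty acid carrier, at -4.02 (SE 0.38) (adjusted p = 0.328 and 0.722 with an estimated correlation). Among secretory markers, PLA2G2A rose in Caco-2/15 at 3.51 (SE 0.19) and ATOH1, which sets the secretory fate, fell in HT-29 at -3.68 (SE 0.28) (adjusted p = 0.448 and 0.389). Of the squamous genes, 10 of 15 measured members rose and 4 fell in Caco-2/15 (10 and 4) and 8 of 15 measured members rose and 3 fell in HT-29 (8 and 3) (adjusted p = 0.492 and 0.390), with SCEL at 2.53 (SE 0.19) and 2.77 (SE 0.32). Of 30 epithelial genes, 10 rose and 10 fell in Caco-2/15 (10 and 10) and 8 rose and 8 fell in HT-29 (8 and 8), where median and test differed in sign (adjusted p = 0.909 and 0.793). For WNT targets, 14 of 23 measured members rose and 4 fell in Caco-2/15 (14 and 4) and 9 of 21 measured members rose and 4 fell in HT-29 (9 and 4) (adjusted p = 0.328 and 0.610), with NKD1 at 1.51 (SE 0.07) and 4.50 (SE 0.29) (interaction adjusted p = 2.08e-05 from edgeR). Of fibroblast, endothelial and immune markers, 3 of 12 measured members rose and 3 fell in Caco-2/15 (3 and 3) and 3 of 6 rose in HT-29 with 3 not past the test (adjusted p = 0.679 and 0.390).

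Targets of nuclear receptors went both ways. For retinoid targets 6 of 13 measured members rose and 4 fell in Caco-2/15 (6 and 4) and 5 of 12 measured members rose and 2 fell in HT-29 (7 and 2) (adjusted p = 0.683 and 0.649 with an estimated correlation). For PPAR targets 5 of 25 measured members rose and 15 fell in Caco-2/15 (6 and 15) and 5 of 27 measured members rose and 11 fell in HT-29 (5 and 11) (adjusted p = 0.784 and 0.812), where the HT-29 median turns positive with upper quartile factors. For LXR targets 5 of 10 measured members rose and 3 fell in Caco-2/15 (5 and 3), with median and test differing in sign, and 5 of 10 measured members rose and 2 fell in HT-29 (6 and 2) (adjusted p = 0.930 and 0.610). For thyroid hormone targets 1 of 7 measured members rose and 2 fell in Caco-2/15 (1 and 2), where the median changes sign with RLE or upper quartile factors, and 1 of 7 measured members rose and 1 fell in HT-29 (1 and 1), or 2 and 2 of 8 without shNonTarget library 4, where the median turns negative (adjusted p = 0.679 and 0.909). For vitamin D targets 4 of 10 measured members rose and 3 fell in Caco-2/15 (5 and 3), with TRPV6 at 4.11 (SE 0.29), and 1 of 8 measured members rose and 3 fell in HT-29 (1 and 3), or 2 and 4 without that library (adjusted p = 0.679 and 0.679). Of the NCOR complex, 4 of 16 measured members rose and 7 fell in Caco-2/15 (4 and 7) and 3 of 16 measured members rose and 2 fell in HT-29 (2 and 2), or 5 and 3 without shNonTarget library 4, with CORO2A at -1.71 (SE 0.06) and -0.61 (SE 0.07) and HDAC3, its deacetylase, at -0.01 (SE 0.06) (adjusted p = 0.924 from edgeR) and -0.09 (SE 0.08) (adjusted p = 0.429), and the list at adjusted p = 0.610 and 0.660 with an estimated correlation.

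For p53 targets 14 of 32 measured members rose and 8 fell in Caco-2/15 (14 and 8) and 5 of 33 measured members rose and 9 fell in HT-29 (5 and 9), or 8 and 11 without shNonTarget library 4, where median and test with all libraries differed in sign (adjusted p = 0.390 and 0.930 with an estimated correlation), with TP53INP2 at 1.60 (SE 0.07) and 3.08 (SE 0.22). For apoptosis genes 15 of 31 measured members rose and 8 fell in Caco-2/15 (16 and 8) and 9 of 32 measured members rose and 5 fell in HT-29 (9 and 5), or 13 and 5 without that library (adjusted p = 0.610 and 0.660), with BMF at 0.98 (SE 0.09) and 3.79 (SE 0.19). For hypoxia and glycolysis 14 of 33 measured members rose and 10 fell in Caco-2/15 (14 and 11) and 8 of 33 measured members rose and 13 fell in HT-29 (8 and 13) (adjusted p = 0.806 and 0.724), with HK2 at -0.59 (SE 0.15) and -3.12 (SE 0.25) and 1 copy of TCCAAAT in its 3' UTR.

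Of the genes of Figs. 8 and 9, measured there by quantitative PCR in samples not analysed here, 11 rose and 2 fell in each line of the RNA-seq, also when adjusted over the list alone (adjusted p = 0.351 and 0.328 with an estimated correlation). IRGM was at 2.14 (SE 0.37) and 3.00 (SE 0.84), the latter at 4.80 without shNonTarget library 4, and BDNF at 4.54 (SE 0.53) and 4.09 (SE 0.10), the former at 5.40 without shNonTarget library 2. ITGB8, which the legend of Fig. 8 names where the text names ITGB6, was at 1.03 (SE 0.13) and 1.27 (SE 0.11), and ITGA10 at 2.11 (SE 0.24) and 2.80 (SE 0.24). Fig. 5 measured secreted protein, and by ELISA the paper reports more CXCL1, CXCL8 and MIF in both lines and more sICAM-1 in Caco-2/15. RNA in cells is another measure and does not test secretion. In RNA, CXCL1, CXCL8 and ICAM1 rose in both lines. MIF RNA was at -0.16 (SE 0.15) and -0.54 (SE 0.25) (adjusted p = 0.394 and 0.115 from edgeR). It passed in HT-29 with the replicate block (-0.49) and without shNonTarget library 4 (-0.78), and in Caco-2/15 without shNCOR1_655 library 4 (-0.35). The adjusted p of the Fig. 5 list from camera with an estimated correlation was 0.448 and 0.351. Both lists were chosen by the study, Figs. 8 and 9 partly on these samples, and are not independent evidence.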
